# Arabidopsis AGB1 participates in salinity response through bZIP17-mediated unfolded protein response

**DOI:** 10.1186/s12870-024-05296-x

**Published:** 2024-06-21

**Authors:** Yueh Cho

**Keywords:** Heterotrimeric G protein, AGB1, Salinity, bZIP17, Unfolded protein response (UPR)

## Abstract

**Background:**

Plant heterotrimeric G proteins respond to various environmental stresses, including high salinity. It is known that Gβ subunit AGB1 functions in maintaining local and systemic Na^+^/K^+^ homeostasis to accommodate ionic toxicity under salt stress. However, whether AGB1 contributes to regulating gene expression for seedling’s survival under high salinity remains unclear.

**Results:**

We showed that AGB1-Venus localized to nuclei when facing excessive salt, and the induction of a set of bZIP17-dependent salt stress-responsive genes was reduced in the *agb1* mutant. We confirmed both genetic and physical interactions of AGB1 and bZIP17 in plant salinity response by comparing salt responses in the single and double mutants of *agb1* and *bzip17* and by BiFC assay, respectively. In addition, we show that AGB1 depletion decreases nuclei-localization of transgenic mRFP-bZIP17 under salt stress, as shown in *s1p s2p* double mutant in the Agrobacteria-mediated transient mRFP-bZIP17 expression in young seedlings.

**Conclusions:**

Our results indicate that AGB1 functions in S1P and/or S2P-mediated proteolytic processing of bZIP17 under salt stress to regulate the induction of salinity-responsive gene expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-024-05296-x.

## Background

Like every one of us, plants are facing an ever-changing environment day by day. Adjusting the armory to cope with divergent stresses is essential to equip seedlings with proper transcriptome for their fitness [1]. Integrating external stimuli into plant cells depends on hormones and heterotrimeric G proteins to deliver messages and initiate proper cellular responses for better survival [2]. The heterotrimeric guanine nucleotide-binding protein (G protein), including G⍺, Gβ, and Gγ subunits, serves as a signal mediator coupling with the plasma membrane-spanning G-protein-coupled receptors (GPCR) and effectors [3]. The human genome contains 23 G⍺ genes, 5 Gβ genes and 11 Gγ genes [4]. By contrast, Arabidopsis genome contains one canonical G PROTEIN ALPHA SUBUNIT 1 (GPA1) [5] and three non-canonical G⍺ subunits EXTRA-LARGE G-PROTEIN 1 (XLG1) [6], XLG2 and XLG3 [4], one Gβ subunit GTP BINDING PROTEIN BETA 1 (AGB1) [7] and three Gγ subunits G-PROTEIN GAMMA-SUBUNIT 1 (AGG1) [8], AGG2 [9], AGG3 [10]. Previous studies have shown that heterotrimeric G protein subunits play vital roles in responses to developmental cues and environmental stresses, including salt stress [11].

Soil salinity is one of the major threats to food security by seriously attenuating plant growth and decreasing crop yield [12]. Excessive salt in the soil causes numerous negative effects on different plant developmental stages, including germination, vegetative growth, and flowering [13]. These negative effects damage plant cells due to ion toxicity and increasing osmotic stress [14, 15]. Accordingly, plants have employed various mechanisms for survival in harsh salinity environments. Three signaling pathways constitute the major transduction during salt stress: calcium-dependent signaling pathway that (1) triggers the activation of stress-responsive genes as dehydration-responsive or late embryogenesis abundant (LEA) proteins [16] and (2) salt overly sensitive (SOS) pathway for regulation of ion homeostasis [17], and (3) osmotic stress signaling pathway involving ABA-dependent induction of downstream salt responsive genes through activation of a group of transcription factors like bZIP, NAC, MYB and ABRE families [18]. However, our understanding of the whole network of pathways regulating salinity response is far from complete.

Recent research based on studies of Arabidopsis AGB1 has suggested a functional link between plant G protein signaling and regulation of the salt stress response. A knockout mutant of *AGB1* exhibited more sensitivity to high salinity than wild-type plants [10, 11, 19–21]. Under excessive salt, the *agb1* mutant accumulates more Na^+^, translocate more Na^+^ from root to shoot, and has a high transpiration rate with larger stomatal apertures [22, 23]; AGB1 is also coupled with AGG1 or AGG2 to regulate stomatal apertures and transpiration [24]. Meanwhile, a receptor-like kinase, FERONIA (FER), has been identified by directed interaction with AGB1. FER is required for cell wall integrity, Ca2^+^ induction, ROS production, and stomata movement under salinity conditions [25].

Most G protein signaling studies have focused on canonical effectors localized to the plasma membrane. Recent studies have shown that the G-protein β subunit functions in the nucleus [23, 26]. The Arabidopsis AGB1 is localized in the nucleus, where it interacts with B-BOX DOMAIN PROTEIN 21 (BBX21) for hypocotyl elongation [27], with BRI1-EMS-SUPPRESSOR 1 (BES1) for cell division [28], with PHYTOCHROME B (phyB)—PHYTOCHROME INTERACTING FACTOR 3 (PIF3) [29] or CRYPTOCHROME 1 (CRY1)—ELONGATED HYPOCOTYL 5 (HY5) for photomorphogenesis [30] and with MAP KINASE 6 (MPK6) for drought tolerance [31]. Nonetheless, gaining evidence showed that WD domain-containing proteins, including AGB1, directly interacted with bZIP transcription factors like HY5 and VIRE2-INTERACTING PROTEIN 1 (VIP1) to regulate gene expressions [30, 31].

The basic leucine zippers transcription (bZIP) family in Arabidopsis comprised 78 members and assorted into 13 groups [32]. bZIPs form as dimers to bind DNA sequences, and heterodimerization results in appreciable regulatory flexibility [33]. Among these bZIP transcription factors, three members of group B (bZIP17, bZIP28, bZIP49) perform as important regulators of the evolutionally conserved ER stress response [34], the intrafamily dimerization of group B has been confirmed in yeast cells [35]. In particular, under adverse environmental conditions, including high salinity, bZIP17 is reported to relocate from ER to nucleus processing by through regulated intramembrane proteolysis [36]. Salt-responsive genes are reported to express in a bZIP17-dependent manner [36, 37]. In this study, we observed the nuclei localization and the contributions of AGB1 to induce the expression of bZIP17-mediated salinity-responsive genes. The spliced bZIP17 localization toward nuclei through SITE-1 PROTEASE (S1P) / SITE-2 PROTEASE (S2P)-mediated proteolysis was reduced without AGB1. The arrangement of AGB1 pools among different subcellular compartments to involve proper programs to respond to high salinity is crucial for young seedling viability.

## Results

### Functional complementation of salinity hypersensitivity in *agb1* mutant

In this study, the *AGB1* transcript was significantly increased under high salt stress after 4 h, as described previously (Fig. S3A; [19]). The *agb1-3* mutant is a null mutant of *AGB1* (as *agb1*, Fig. S1A, S1B, S2A, S2B [38]). It shows hypersensitive responses, including poor germination, growth defects, and *albino* leaves when grown under salt stress (Fig. 1). We produced the genetic complementation lines harboring genomic sequence of *AGB1* as previously described (*agb1 pAGB1:AGB1,* as *AGB1*; [38]) with C-terminally fused the triple Venus fluorescent protein in the *agb1* mutant (*agb1 pAGB1:AGB1-Venus*, as *AGB1-V*; Fig. S1A, S1B and S1C). To test whether *AGB1-V* transgene is functional in vivo, we observed shoot, primary root, and lateral roots. The *AGB1*, *AGB1-V* transgenic plants rescued the developmental defects in *agb1* mutant (Fig. 1, S1D, S1E, and S1F). We then performed the sequential salt stress tolerance assay on wild-type (WT), *agb1* mutant, and *AGB1-V* plants for 14 days after seeds sowing on ½ MS medium (Fig. 1 and S3). The leaf bleaching phenotype and growth retardation in *agb1* mutant were fully rescued in the *AGB1-V* complementation lines (Fig. 1A, 1C, 1D, S3B, S3C), which were either counted for the *albino* rate (Fig. 1D) or classified into three groups according to the seedling size and chlorotic phenotypes as Green, Mix (contained at least one white leaf) and White (Fig. S3B, S3C). In the mock treatment (0 mM NaCl), all WT, *agb1,* and *AGB1-V* seedlings grew normally and showed green for their aerial part. In contrast, in the salt stress treatment (150 mM NaCl), more *agb1* seedlings were categorized significantly into the white group due to the chlorotic phenotype compared to the WT and *AGB1-V* seedlings (Fig. 1D, S3B, S3C). Since no statistical difference was found between WT and *AGB1-V* seedlings, we suggested that the *AGB1-V* was functional and complemented the *agb1* mutant in vivo (Fig. 1, S1, S2C, S2D and S3)*.*

**Fig. 1:**
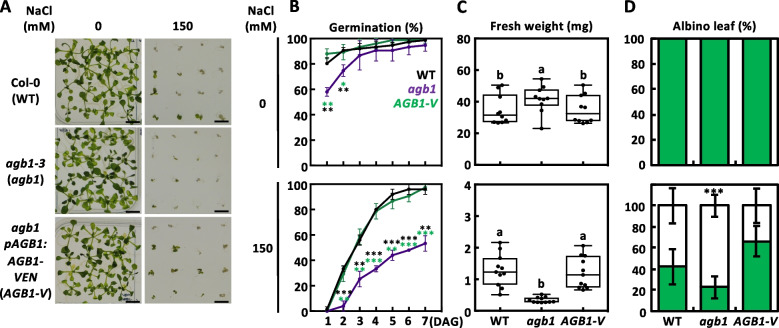
Functional complementation of *agb1* hypersensitivity to salt stress. **A** Salinity tolerance assay, **B** germination rates, **C** fresh weight, and **D** percentage of the albino leaf of *agb1-3* (*agb1*) mutant and *agb1 pAGB1:AGB1-VEN* (*AGB1-V*) transgenic plant seeds compared with the corresponding Col-0 (WT) seeds. Representative images (**A**) of 14-day-old WT, *agb1* mutant, and *AGB1-V* transgenic plant were grown on ½ MS containing NaCl with indicated concentration to induce salt stress. **B** Each value represents the means ± SD of the germination percentage (with 25 seeds) for six independent experiments. **C** Representative plots for fresh weight of 14-day-old seedlings grown on 0 (up) or 150 mM NaCl (down) were measured individually with six biological experiments (*n* = 11) and shown as means ± SD. Data with different letters represent significant differences [one-way ANOVA at *P* < 0.05]. **D** The *albino* leaves were counted and displayed as means ± SD. [Student t-test, ***, *P* < 0.001].

### Subcellular localization of AGB1 at the nuclei in response to salt stress

AGB1 is known as a molecular switch through protein-protein interactions to regulate transcriptional programs for plant development and abiotic stress responses, like inhibiting BBX21 activation [27] or binding with PIF3 in the nucleus to promote hypocotyl elongation [29], dephosphorylating BES1 for its nuclei entry and downstream gene expression [28], which prompted us to investigate whether AGB1 localization into nuclei to involve transcriptional regulation under high salinity. The 7-day-old transgenic *AGB1-V* seedlings were used for confocal laser scanning microscopy to observe any changes in subcellular localization of AGB1-Venus (AGB1-VEN) that occurred during short-term NaCl treatment. The time series of salt treatment continuously tracked AGB1-VEN’s localization in the root epidermis (Fig. 2A). Most of AGB1-VEN showed network-like localization under normal conditions, which prompted us to consider the possible ER localization of AGB1 as a previous study described (*ProAGB1:CFP-AGB1* [39]; *Pro35S: AGB1-GFP* [26]). In contrast, many AGB1-Venus expressions showed nuclei-like patterns in the *AGB1-V* root under 1, 2, and 4 h of salt stress (Fig. 2A) as shown in enlarged images (Fig. 2A’). This nuclei localization of AGB1-VEN can be seen in other tissues like hypocotyl (middle) and also cotyledon (right) in a spatiotemporal manner (Fig. S6A and S6B); the dot-like are confirmed by DAPI staining to mark nuclei (4-h NaCl treatment, red in Fig. S6A). The nuclei-localized AGB1-VEN was rarely seen in the tissue with 0-h NaCl treatment, found in the tissue with 1- to 16-h NaCl treatment as a solid triangle indicated in Fig. S6A. To quantify the nuclei-localized AGB1-VEN, we grouped the ER-like and PM-like-localized AGB1-VEN cells (black group) and counted the ratio of the different localized AGB1-VEN in the tissue that has been examined (Fig. S6B). The nuclei-localized AGB1-VEN cells (white group) were significantly found in all NaCl-treated tissue with various lengths of time for salt stress induction (Fig. S6B).

**Fig. 2:**
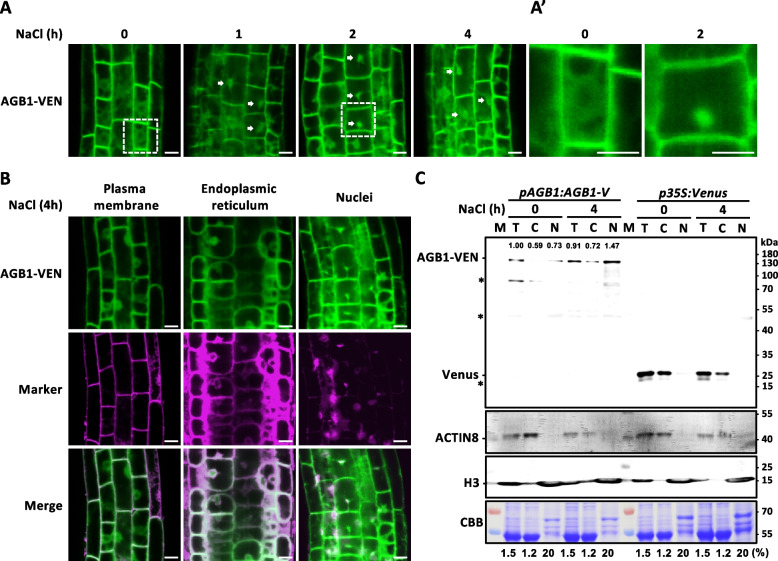
Nuclei localization of AGB1 in response to high salinity. **A** Representative images of ProAGB1:AGB1-VENUS (AGB1-VEN) in a stable transgenic complementation plant in the absence (½ MS medium) or presence of 150 mM NaCl as indicated time for salt stress induction. White arrows indicated the nuclei localization of AGB1. The regions of the root epidermis were marked by dash open boxes and zoomed to show in the right (**A’**). **B** Subcellular localization of AGB1 in root of 7-day-old *AGB1-V* plant. Fluorescence of AGB1-VEN (Green) and staining of the plasma membrane by FM4-64 (left), endoplasmic reticulum (ER) by ER-tracker (middle), and nuclei by DAPI (right) in treatment of 150 mM NaCl for 0 or 4 h. Co-localization signals of AGB1-VEN and staining dye were shown in the merge images as white colors in the bottom panel. Scale bars equal to 10 µm. **C** Immunoblot analysis of AGB1-VEN protein among different sub-cellular fractions. Nuclei isolation of 7-day-old *AGB1-V* seedlings with 0 or 4 h of 150 mM NaCl treatment, cytosol (C), or nuclei (N) fractions were separated after centrifugation. T: total input. The percentages of each fraction for sample loading were indicated in the bottom per lane. Immunoblots of AGB1-VEN (121 kDa) were detected by anti-GFP antibody, anti-ACTIN8 antibody was used as cytosol marker, and anti-histone H3 antibody (H3: 17 kDa) was used as nuclei marker. The asterisks indicated the non-specific bands. CBB staining as the loading control. The relative ratio of AGB1-VEN was normalized to CBB intensity

We also stained 7-day-old *AGB1-V* seedlings with plasma membrane (PM) marker (FM4-64, Fig. 2B, Left) and ER marker (ER-tracker, Fig. 2B, middle), nuclei marker (DAPI, Fig. 2B, right). The AGB1-VEN signals were partially colocalized with organelle and nuclear markers in the presence of salt stress after 4 h. The FM4-64 patterns matched cell boundaries, the ER tracker marked the perinuclear ER network, and DAPI filled the central pot inside of the ER (Fig. 2). Next, we performed the fractionation assay to isolate nuclei from 7-day-old *AGB1-V* seedlings with 0- or 4-h NaCl treatment, and the immunoblots of ACTIN8 and Histone H3 served as cytosolic and nuclear marker, respectively. The AGB1-VEN proteins were quantified with CBB staining and *p35S: Venus* acted as a negative control for Venus in nuclei fraction. The proportion of AGB1-Venus increased around twofold in nuclei fraction under salt stress (0.73 to 1.47), but there was no obvious change for AGB1-VEN in total and cytosolic fractions. The above results indicate that AGB1-VEN is widely distributed to PM and ER under normal conditions, which is increasingly localized to nuclei and likely reduced ER localization of AGB1-VEN in response to salt stress (Fig. 2 and S6).

### Repression of transcription factor bZIP17-mediated salt stress response in *agb1* mutant

We wonder whether AGB1 played a role in transcriptional regulation in response to salt stress since gaining portions of AGB1-VEN to nuclei was observed in young seedlings; if so, what would be the corresponding gene sets to develop protection against excessive salt? We therefore performed microarray analyses using 7-day-old WT and *agb1* whole seedlings (Fig. S14A) or root-only samples (Fig. 3 and S14B-E) with 0 or 4 h of 150 mM NaCl treatment. 

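The root samples formed 4 groups, WT and *agb1* roots at 0 h and at 4 h of 150 mM NaCl, with 3 arrays in each. The whole-seedling arrays of Fig. S14A were not analysed here. The Results, the legend of Fig. 3 and the sample labels give the control as 0 h of salt treatment, whereas the Methods give it as 4 h in medium with 0 mM NaCl, and the groups are named 0 h and 4 h as in the Results. The labels also name another RNA extraction reagent and another amplification kit than the Methods do. For each single-colour array the authors deposited the output of the Feature Extraction software, which gives a background-corrected intensity for each of 43803 spots that is not scaled between arrays. Between 74.1% and 76.1% of the spots on an array were well above background, and none was saturated. The 75th percentile of the intensity lay between 1772 and 3582 on the 12 arrays. The log2 intensity minus the 75th percentile of its array is called the log2 signal, and spots of one probe were averaged. A gene was tested when a probe was well above background on every array of at least 1 group, and was represented by its brightest probe, which gave 25207 genes. The groups were compared in limma with moderated variances, in one model of 4 group means, and the number of arrays limits the precision of each value.

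*AGB1* (AT4G34460), which carries the T-DNA insertion in *agb1*, was measured by 2 probes. With the brighter probe its log2 signal lay between 1.26 and 1.64 on the WT arrays and between -0.09 and 0.88 on the *agb1* arrays, so that every WT array was above every *agb1* array. It was lower in *agb1* by a log2 difference of -1.20 at 0 h (standard error 0.22, adjusted p = 0.0341 from limma) and of -0.74 at 4 h (standard error 0.19, adjusted p = 0.112). Leaving out any 1 of the WT 0 h arrays, WT 4 h replicate 2 or *agb1* 4 h replicate 3 raised the adjusted p at 0 h above 0.05, to 0.117 at most, and the difference stayed between -1.52 and -1.13 with each array left out. Over the other alternatives set in advance the difference at 0 h lay between -1.22 and -0.37, nearest 0 with the mean of all probes of a gene, and its adjusted p between 0.0241 and 0.429, above 0.05 in 8 of 16. The ranges of the dimmer probe overlapped, from -2.22 to -0.92 in WT and from -1.32 to -0.78 in *agb1*.

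Replicates 1 and 2 of *agb1* at 0 h differed by a smaller spread than the one taken from repeated spots of 1 probe and were counted as 1 sample. Over 10861 bright probes with 1 spot each, the spread of the log2 differences between these arrays, given as a scaled median absolute deviation, was 0.0823. A spread of 0.109 was expected from 13 probes that had 5 spots each on the array. The expected spread is an unlike measure, the root of a mean variance over probes well above background, bright or not, and outlying spots raise it more. Between these arrays 43 of the probes differed by more than 1.5-fold, compared with 234 to 2704 in the other 11 pairs of arrays from one group. In 1 of those pairs, replicates 1 and 3 of WT at 0 h, the spread was also below the expected one, which was 0.182, but 400 probes differed by more than 1.5-fold and the arrays were kept as separate samples. The model therefore had 11 samples, with n = 2 for *agb1* at 0 h and n = 3 for each other group.

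**Figure D1:**
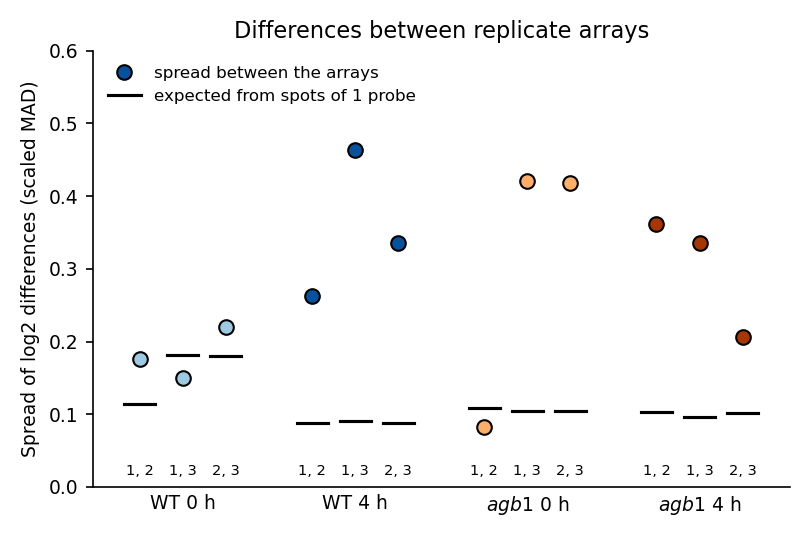
Spread of the log2 differences between each pair of replicate arrays (points, scaled median absolute deviation over 10861 probes) by group, with the spread expected from repeated spots of 1 probe (bars, root of a mean variance). The numbers above the axis name the replicates of the pair. The pair of *agb1* 0 h replicates 1 and 2 lies at 0.0823, below every other pair.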

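Of the genes that Fig. 3A prints, 14 were matched to a locus by symbol and 11 of these were tested in the root arrays. After 4 h of salt stress 10 of the 11 rose at least 2-fold in WT and 6 in *agb1* at an adjusted p below 0.05. Of the 11 genes 2, *RD20* and *NAMT1*, were not well above background on any array of at least 1 group, and over the other 9 the median log2 change was 5.73 in WT and 2.18 in *agb1*. The difference between the salt responses of *agb1* and WT, the interaction in the limma model, was below 0 for all 9, from -4.65 to -0.02. It passed an unadjusted p of 0.05 for 6 of the 9 and an adjusted p of 0.05 for 1 of the 11, *HAI1*. *HAI1* passed an adjusted p of 0.05 only narrowly (0.0494), and leaving out any array but WT 4 h replicate 1 and *agb1* 0 h replicate 1 took it above 0.05. With another background correction, normexp, 8 of the 11 genes had an interaction below 0, and that of *HAI1* was -1.36 instead of -3.86. At 0 h, before salt was added, 9 of the 11 genes were higher in *agb1* than in WT, 5 of them at least 2-fold at an unadjusted p below 0.05. At 4 h all 11 were lower in *agb1*, 3 of them at those thresholds.

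Among the genes that the text names, the log2 signal of *NAC019* (AT1G52890) was -5.17 ± 0.36 (SD, n = 3) in WT at 0 h and 0.56 ± 1.03 (SD, n = 3) at 4 h. In *agb1* it was -2.08 ± 0.43 (SD, n = 2) at 0 h and -0.41 ± 0.75 (SD, n = 3) at 4 h. The interaction of *NAC019* was -4.06 (standard error 0.79, adjusted p = 0.0986), and its log2 difference between *agb1* and WT was 3.09 at 0 h (adjusted p = 0.0384) and -0.97 at 4 h (adjusted p = 0.455). Its difference at 0 h was 0.85 with the normexp background correction, and its adjusted p there lay between 0.0119 and 0.472 over the alternatives set in advance other than leaving out an array, above 0.05 in 6 of 16. Its adjusted p at 0 h was above 0.05 without any 1 of the WT 0 h arrays (0.145 at most), WT 4 h replicate 2, *agb1* 0 h replicate 3 or *agb1* 4 h replicate 2, and that of its interaction was 0.0369 without WT 4 h replicate 1. *LEA7* (AT1G52690) rose by a log2 value of 7.97 in WT and 5.72 in *agb1*, with an interaction of -2.25 (standard error 0.56, adjusted p = 0.179). With the normexp background correction the interaction was -1.78 for *NAC019* and -1.07 for *LEA7*. *TSPO* (AT2G47770) rose by 6.44 in WT and by 5.06 in *agb1* (interaction -1.39, adjusted p = 0.456). *LTP3* (AT5G59320) rose by 2.15 in WT and by 0.81 in *agb1*, neither past an adjusted p of 0.05, although the rise in WT passed without WT 4 h replicate 1 (0.0276) or *agb1* 4 h replicate 1 (0.0306) (interaction -1.34, adjusted p = 0.644). The second probe of *LTP3* and of *TSPO* gave interactions of -1.51 and -1.25. The interaction of *TSPO* was 0.12 with the normexp background correction and -0.47 without *agb1* 0 h replicate 3, and that of *LTP3* was -0.58 without *agb1* 4 h replicate 1 and -0.68 without WT 4 h replicate 3. *RD20* (AT2G33380) was not well above background at 0 h in either genotype, so that its rise is a bound, which with the background correction of the software was at least 34.7-fold in WT and at least 20.0-fold in *agb1*, and no bound can be given for its interaction. These bounds do not hold with the normexp background correction, where the log2 rise of *RD20* was 1.00 in WT (adjusted p = 0.326, and 5.7e-07 to 0.326 over the alternatives set in advance other than leaving out an array) and 2.55 in *agb1* (adjusted p = 0.284, and 7.8e-04 to 0.284), neither past an adjusted p of 0.05. Each bound sets the bright group's mean against the mean of, per array, the higher of the lowest signal well above background and the probe's own signal. *MYB75* (AT1G56650) was not well above background on any array and was not tested. Over the 4 genes well above background on an array of every group, which leaves out *RD20*, the mean interaction was -2.26 and the median -1.82, and all 4 were below 0 with the software's background correction. Over the 5 tested genes with *RD20* the mean was -1.87, and with the normexp background correction it was -0.53.

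**Figure D2:**
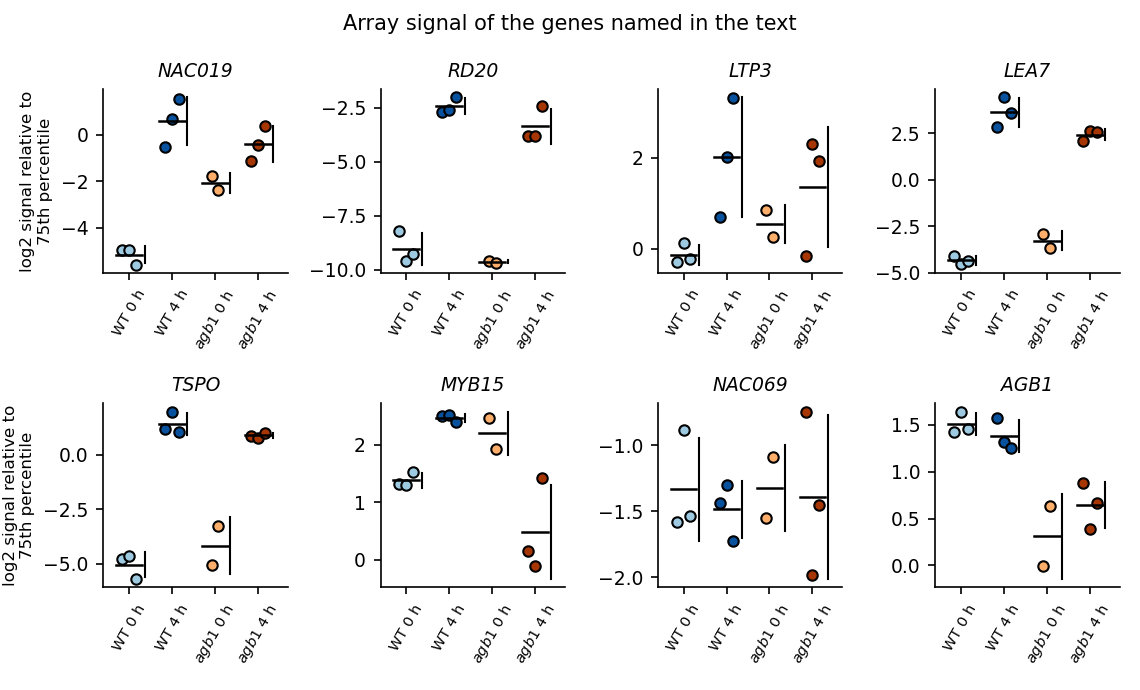
Log2 signal relative to the 75th percentile of each array for 8 genes that the text names, in each sample (points), with the group mean (horizontal line) and SD (vertical line); *agb1* at 0 h has 2 points because replicates 1 and 2 were averaged. *NAC019* in *agb1* at 0 h lies above WT at 0 h in this background correction, and *AGB1* is lower in every *agb1* sample than in every WT sample.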

Interestingly, the induction of a set of salt stress-responsive genes in a bZIP17-dependent manner [36] was repressed in *agb1* seedlings (Fig. S14A) and root samples (Fig. 3A). These twenty-two gene expressions were compromised in *s1p-3* and *bzip17* mutant with 4-h NaCl treatment in previous studies [36, 37]. To examine whether AGB1 exercised control over these genes in roots during salt stress, their expression was assessed in *agb1* and/or *bzip17* mutants using quantitative RT-PCR (Fig. 3B-D). The seedlings exposure to 150 mM of NaCl for 4 h elevated the expression of these genes like *NAC DOMAIN CONTAINING PROTEIN 19* (*NAC019*, Fig. 3B), *MYB DOMAIN PROTEIN 75* (*MYB75*, Fig. 3C)*, RESPONSIVE TO DESICCATION 20* (*RD20*, Fig. 3D), *LIPID TRANSFER PROTEIN3* (*LTP3*, Fig. 3E)*, LATE EMBRYOGENESIS ABUNDANT PROTEIN7* (*LEA7*, Fig. 3F), *OUTER MEMBRANE TRYPTOPHAN-RICH SENSORY PROTEIN)-RELATED* (*TSPO*, Fig. 3G) in WT, but much less in *agb1* mutant. These findings fit with a model that under abiotic stresses or ABA treatment, S1P and/or S2P initiate the proteolytic activation of bZIP17, which directly upregulates genes like *NAC019* [40]*.* Next, it is worth exploring whether the downregulated gene network in *agb1* roots resulted from a group of transcription factors (TFs) regulated by AGB1. Indeed, 372 genes were down-regulated in *agb1* compared to WT under high salinity, including 18 TF genes (Fig. S14B). 

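At 4 h of salt stress, 635 of the genes tested in roots were at least 2-fold lower in *agb1* than in WT at an unadjusted p below 0.05, the thresholds of the legend of Fig. S14B, and 302 were higher. After Benjamini-Hochberg adjustment 232 genes were lower and 89 higher, and over the alternatives set in advance other than leaving out an array these counts lay between 13 and 729 and between 7 and 464, lowest with the normexp background correction and highest with array weights. The alternative that moved the count of lower genes most was the normexp background correction, with 223 genes, of which 214 were among the 635. With each array left out in turn the count of lower genes was between 600 and 883, and that of higher genes rose to 522 without WT 4 h replicate 1. The count of lower genes after adjustment dropped to 149 without WT 0 h replicate 1, 138 without WT 4 h replicate 2 and 123 without *agb1* 4 h replicate 3. That of higher genes dropped to 48, 53 and 54 without WT 0 h replicate 1, 2 and 3, to 44 without WT 4 h replicate 2 and to 32 without *agb1* 4 h replicate 3. Arrays with the same replicate number deviated together at 4 h, with correlations of 0.35 to 0.58 across genes. In a model of the 4 h arrays alone with the replicate number as a block, which was chosen after seeing the data, 676 genes were lower and 336 higher at the unadjusted threshold, and 33 were lower and 5 higher after adjustment.

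The 5 genes with the largest decreases among those well above background on every array, past an adjusted p of 0.05 and with no overlap between the groups were *WRKY30* (AT5G24110), AT1G06135, *LAC12* (AT5G05390), AT1G14550 and the probe A_84_P849705, which has no locus. *WRKY30* had a log2 signal of -0.98 ± 0.71 (SD, n = 3) in WT and -5.79 ± 0.79 (SD, n = 3) in *agb1*. Its log2 difference of -4.81 had a standard error of 0.50 (adjusted p = 0.00295). For *LAC12*, one of the genes of Fig. 3A, the log2 signal was 1.34 ± 1.38 (SD, n = 3) in WT and -2.66 ± 1.11 (SD, n = 3) in *agb1*, and its difference had a standard error of 0.74 (adjusted p = 0.0345). *LAC12* was above an adjusted p of 0.05 without any 1 of the WT 0 h arrays, WT 4 h replicate 1 or 3 or *agb1* 4 h replicate 1 or 3 (0.122 at most), while the other 9 genes named by this rule passed with each array left out. The other 3 lower genes had differences of -4.13, -3.87 and -3.72. Among the genes that were higher in *agb1*, AT5G19890 had a log2 difference of 2.74 (standard error 0.27, adjusted p = 0.00220), and the next 4 by the same rule had differences between 2.29 and 2.35. With the normexp background correction 3 of these 10 genes, AT5G19890, AT5G01740 and AT1G14550, stayed below an adjusted p of 0.05 and 7 did not (0.588 at most), among them *WRKY30* with a difference of -2.85 (adjusted p = 0.193, and 8.0e-05 to 0.193 over the alternatives set in advance other than leaving out an array). With only the 2 groups compared 8 of the 10 passed, and 9 or 10 passed in every other such alternative. In the 4 h model with the block only AT5G01740 among the 5 higher genes and A_84_P849705 among the 5 lower genes stayed below an adjusted p of 0.05.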

We then generated a Venn diagram to cover identified TFs in this study (Fig. S14C) with NaCl-induced genes in Arabidopsis roots [41] and AGB1 interactome based on the BioGrid database (https://thebiogrid.org) (Fig. S14D). Two TFs *MYB15* and *NAC069* intersected to serve as potential candidates for AGB1 to regulate expressions of salt stress-responsive gene. Indeed, both *MYB15* and *NAC069* reduced expressions in *agb1* after 4-h NaCl treatment (Fig. S14E).

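*MYB15* (AT3G23250) had a log2 signal of 1.38 ± 0.13 (SD, n = 3) in WT roots at 0 h and 2.46 ± 0.07 (SD, n = 3) at 4 h. In *agb1* it was 2.20 ± 0.38 (SD, n = 2) at 0 h and 0.49 ± 0.82 (SD, n = 3) at 4 h. The log2 difference between *agb1* and WT at 4 h was -1.97 (standard error 0.34, adjusted p = 0.0266 from limma), and every *agb1* array was below every WT array. Its adjusted p was 0.0600 with the replicate number as a block and 0.163 in the 4 h arrays alone with that block, and it lay between 0.00299 and 0.159 over the alternatives set in advance other than leaving out an array. With each array left out in turn the difference stayed between -2.44 and -1.67. The adjusted p was above 0.05 without any 1 of the WT arrays or *agb1* 4 h replicate 1 or 2, and 0.0933 at most. The salt response of *MYB15* was 1.08 in WT and -1.71 in *agb1*, with adjusted p = 0.0547 and 0.0584, and the interaction of -2.79 had an adjusted p of 0.0799. Without *agb1* 4 h replicate 3 all 3 passed an adjusted p of 0.05, the response in WT also passed without *agb1* 4 h replicate 2 (0.0423), and that in *agb1* just passed without WT 4 h replicate 3. The dimmer of its 2 probes gave a difference of -1.85 at 4 h.

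*NAC069* (AT4G01550) was measured by 3 probes. With the brightest, the log2 signal at 4 h was -1.49 ± 0.22 (SD, n = 3) in WT and -1.39 ± 0.62 (SD, n = 3) in *agb1*, a difference of 0.09 that was smaller than the spread between arrays (standard error 0.32, adjusted p = 0.934). The other probes gave differences of -0.26 and -0.08. The change of *NAC069* with salt stress depended on the probe. With the brightest it was -0.15 in WT (adjusted p = 0.764) and -0.07 in *agb1* (adjusted p = 0.926), and with the others it was 0.67 and 0.54 in WT and 0.38 and 0.48 in *agb1*. The 18 loci that Fig. S14C prints do not include *NAC069*.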

**Fig. 3:**
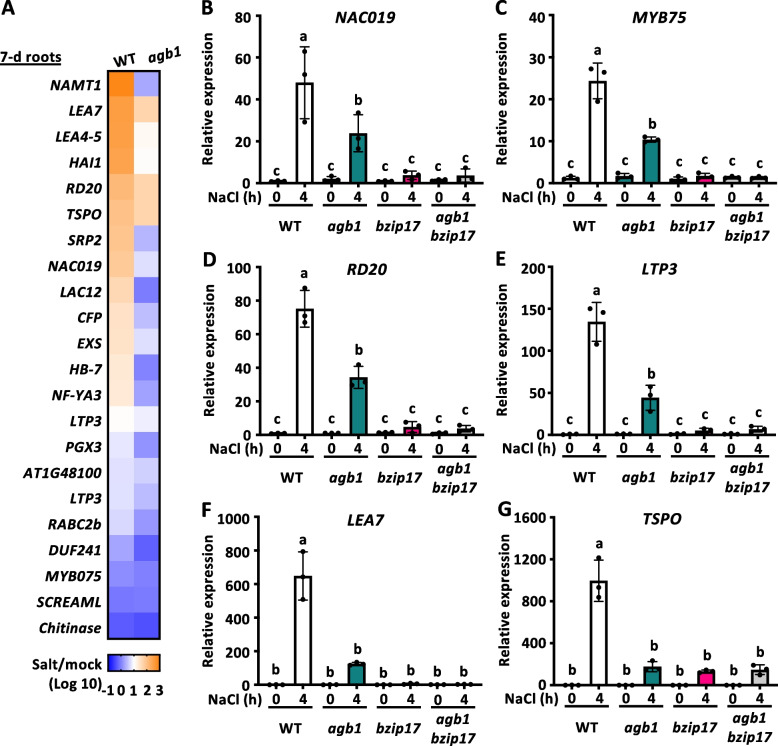
Salt stress induction of bZIP17-mediated salt stress response in *agb1* mutant. **A** Twenty-two bZIP17-mediated salt stress responsive genes were selected from Liu et al., [36] and their expressions under salt stress in 7-day-old WT or *agb1-3* (*agb1*) mutant were shown as heatmap. The roots were collected for microarray analysis after 0 (control) or 4 h (salt) of 150 mM NaCl treatment. The Log10 values indicated the means of the ratio of the representative transcripts under salt stress (4-h) comparing the mock condition in WT or *agb1* mutant from three independent replicates. **B** *NAC DOMAIN CONTAINING PROTEIN 19* (*NAC019*), **C** *MYB DOMAIN PROTEIN 75* (*MYB75*), **D** *RESPONSIVE TO DESICCATION 20* (*RD20*), **E** *LIPID TRANSFER PROTEIN3* (*LTP3*), **F** *LATE EMBRYOGENESIS ABUNDANT PROTEIN7* (*LEA7*), **G** *OUTER MEMBRANE TRYPTOPHAN-RICH SENSORY PROTEIN)-RELATED* (*TSPO*) were quantified. The expression of the WT sample at 0 h set to 1. Three technical replicates averaged data in the same run, and three biological replicates in separate runs were shown in mean ± SD. Data with different letters represent significant differences [one-way ANOVA at *P* < 0.05]

### The *bZIP17* depletion genetically inhibits the *agb1* phenotype under salt stress

The bZIP17 and AGB1 are signaling modulators involved in various pathways, including the unfolded protein response and salt stress response. Both *agb1-2* and *bzip17* mutants exhibit hypersensitivity to salt stress [11, 36]. To investigate the genetic interactions between *AGB1* and *bZIP17*, we isolated *bzip17-4* (as *bzip17,* [42]) and generated *bzip17 pbZIP17:bZIP17* (Fig. S5, S15) and *bzip17 pbZIP17: mRFP-bZIP17* lines (Fig. S5, S16A), which displayed a complementary phenotype, rescuing the *bzip17* hypersensitive defect to salt stress (Fig. S5, S15 and S16B-E). Next, we crossed between *bzip17* and *agb1* to generate an *agb1 bzip17* double mutant, confirmed by RT-PCR analysis (Fig. 4A). Under mock conditions, *agb1 bzip17* phenocopied the *agb1* mutant, displaying lower germination rate, higher biomass, longer primary roots, and increased plant width (Fig. 4B-D). However, under high salinity, both *agb1* and *agb1 bzip17* mutants exhibited salt hypersensitivity, with smaller seedlings and shorter roots, suggesting that *agb1* is epistatic to *bzip17* (Fig. 4B-D). Furthermore, *agb1* displayed a more severe chlorotic phenotype compared to *bzip17* under the same growth conditions (Fig. 4C). Treatment of an *agb1 bzip17* double mutant with various NaCl concentrations revealed higher fresh weight compared to the *agb1* single mutant (75, 125, 150 mM NaCl, Fig. 4C, S15), indicating significant interaction effects between AGB1 and bZIP17 under salt stress. This suggests an antagonistic interaction between AGB1 and bZIP17.

**Fig. 4:**
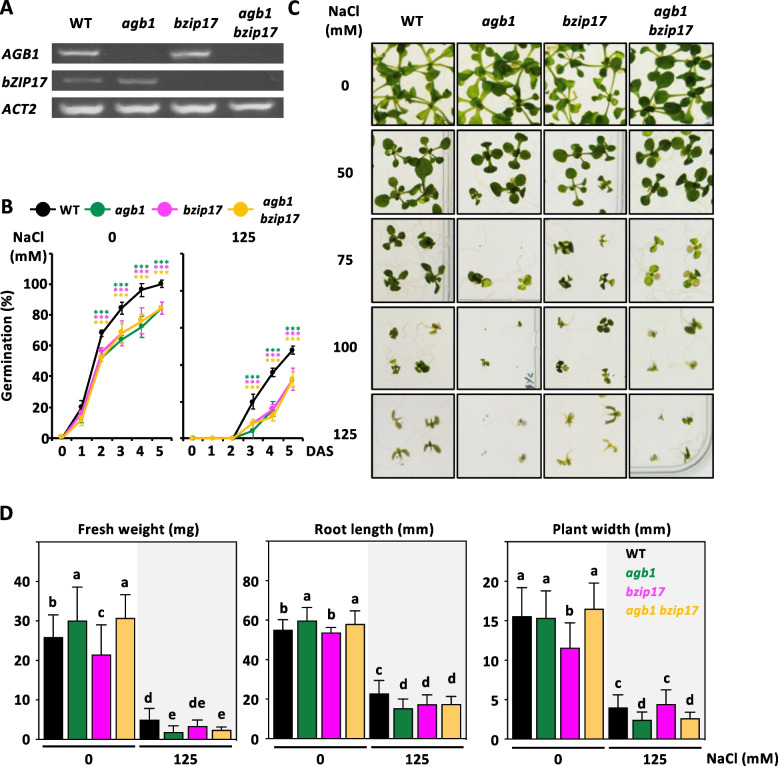
Genetic interaction of *AGB1* and *bZIP17*. **A** RT-PCR analysis for the wild type (WT), *agb1-3* (*agb1*), *bzip17-4* (*bzip17*) and *agb1 bzip17*. *ACTIN2* (*ACT2*) was used as the loading control. **B** Germination rates of *agb1* (green), *bzip17* (magenta), and *agb1 bzip17* (mustard) mutant seeds compared with the corresponding WT (black) seeds grown on MS containing 0 or 125 mM NaCl for 14 days. Each value represents the means ± SD of the germination percentage (with 25 seeds) for four independent experiments. Representative images **C** and phenotypic quantification **D** of 14-day-old WT, *agb1*, *bzip17,* and *agb1 bzip17* mutants were grown on ½ MS containing NaCl with indicated concentration to induce salt stress. **D** seedling fresh weight (left), primary root length (middle), and leave length (right) of 14-day-old seedlings grown on 0 or 125 mM NaCl shown in (D) were measured individually with three biological experiments (*n* = 25), and shown as means ± SD of 3 independent mean value. Data with different letters represent significant differences [one-way ANOVA at *P* < 0.05]

### The bZIP17 and AGB1 physical interaction in vivo

Given the nuclear localization of AGB1 under high salinity (Fig. 2) and its involvement in initiating the bZIP17-dependent salinity stress response (Fig. 3), we next ask whether AGB1 physically interacts with bZIP17 to affect its role as a transcription factor (Fig. 5A). Under high salinity, the ER-localized bZIP17 was transferred to the Golgi apparatus, generating a spliced bZIP17 to move into the nuclei (Fig. 5C and S16F) and trigger a set of gene expressions, while the AGB1 was located in the plasma membrane, ER, and nuclei (Fig. 2, 6A). We first test whether the nuclei localization of AGB1 required bZIP17 presence in young seedlings; the AGB1-VEN showed a nuclei-like pattern under salt stress in *agb1* and *agb1 bzip17* genetic grounds, suggesting that the subcellular localization of AGB1 did not affect by the presence of bZIP17 (Fig. 5B). We next tested whether AGB1 interacts directly with bZIP17, and BiFC assays were performed in *Arabidopsis* protoplasts utilizing a pUBN/C BiFC system [43] (Fig. 5D, 5E). The coding sequences of AGB1 and AGG1 were cloned into pUBC vectors to act as positive pairs, and bZIP17 was cloned into pUBN vectors with translational fused with split YFP tag protein, respectively. No signal was observed in the negative control when the empty vector was paired with AGB1, AGG1, or bZIP17 BiFC vector. In contrast, a clear YFP signal (green) in samples expressing bZIP17 or AGG1 with AGB1 indicated interaction (Fig. 5D, 5E). These data suggests a physiological interaction between AGB1 and bZIP17 in the protoplast system.

**Fig. 5:**
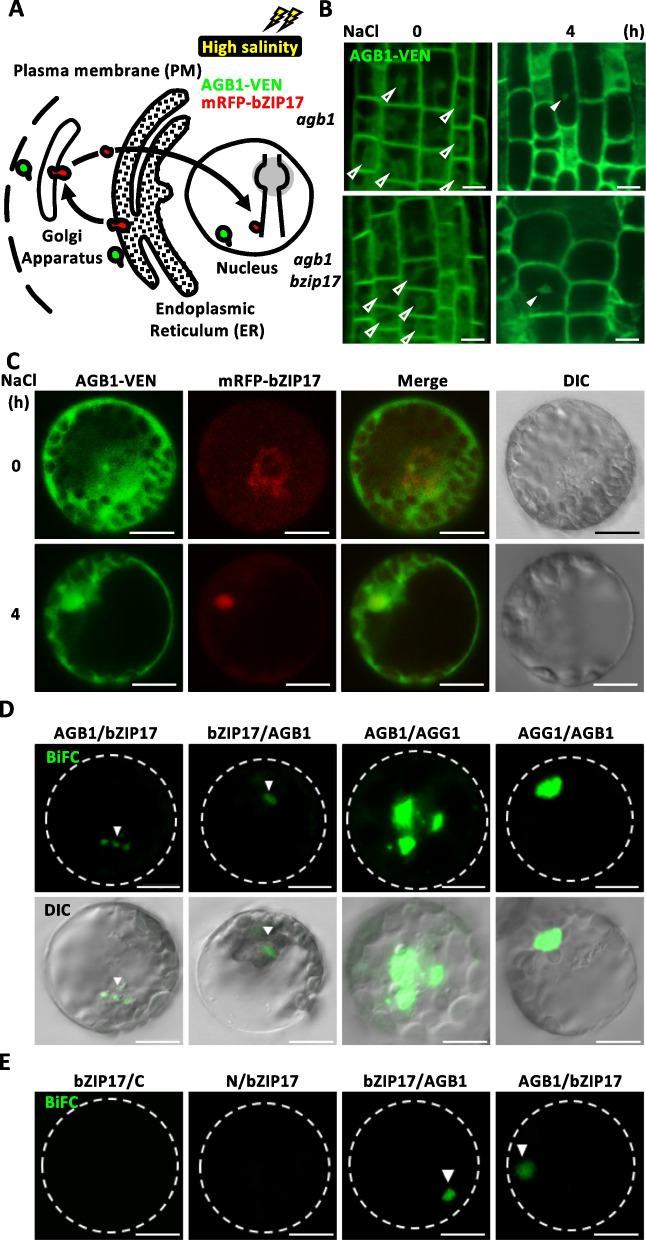
AGB1 and bZIP17 protein–protein interaction in vivo*.* **A** Schematic representation of the UPR pathway is initiated when misfolded proteins are over-accumulated in the ER lumen by activating bZIP17 under salt stress. AGB1 (*pAGB1:AGB1-VENUS*, AGB1-VEN) was marked as green pattern and bZIP17 (*pbZIP17:mRFP-bZIP17*, mRFP-bZIP17) as red pattern. **B** Subcellular localization of AGB1 in the root of 7-day-old AGB1-VEN plant in *agb1* (up) or *agb1 bzip17* (bottom) background. ER-like and nuclei localization of AGB1-VEN were marked by open or solid arrowheads, respectively. **C** AGB1-VEN and mRFP-bZIP17 were transiently expressed in WT protoplasts to observe subcellular localization after 0- or 4-h of 150 mM NaCl treatment. **D**, **E** Bimolecular Fluorescence Complementation (BiFC, green) assay for physical interaction of AGB1 and bZIP17 after 4 h of 150 mM NaCl treatment as arrowhead indicated. **D** AGG1 is a positive control for AGB1 interaction with N-YFP and C-YFP combinations. **E** A dashed circle marked protoplast boundaries. bZIP17 were paired with empty BiFC vectors (C-YFP or N-YFP) for negative control. Differential interference contrast (DIC) images to show cellular structures. Scale bars equal to 10 µm

**Fig. 6:**
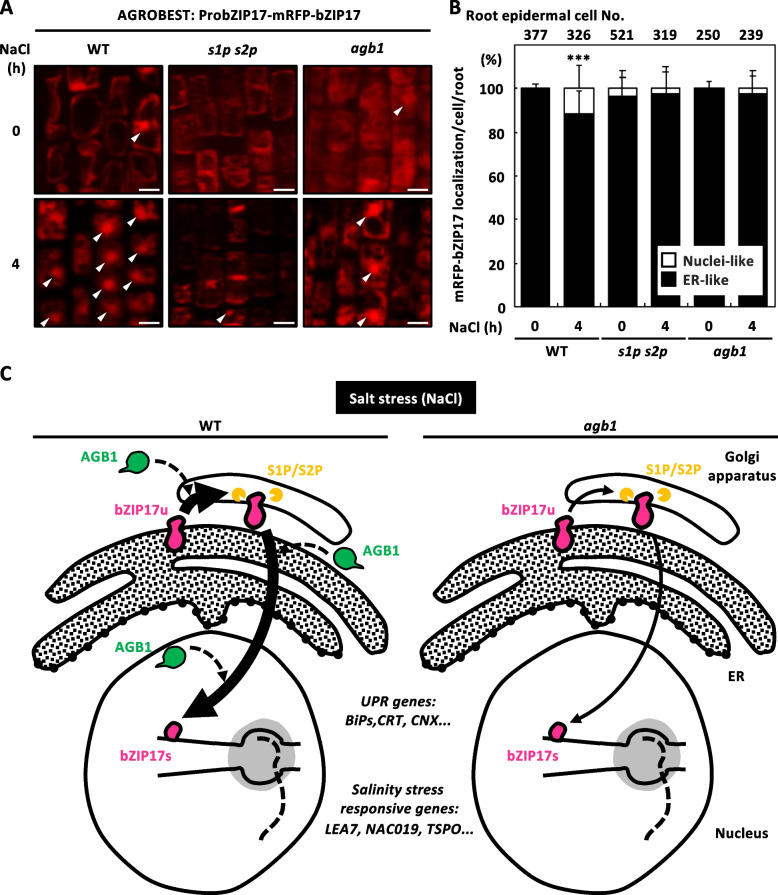
*bzip17* proteolytic processing in *agb1* mutant. **A** ARGOBEST transient expression of mRFP-bZIP17 in the 7-day-old WT, *s1p-1 s2p-1* (*s1p s2p*) and *agb1* mutant seedlings followed by 4-h of 0 or 150 mM NaCl treatment. Solid triangle marked the nuclei-like localization of mRFP-bZIP17. Scale bars equal to 10 µm. The ratio of different subcellular localization of mRFP-bZIP17 was quantified as shown in **B**. Each value represents the means ± SD of the percentage of mRFP-bZIP17 localization (ten seedlings) for three independent experiments per time point. The total numbers of examined epidermal cells for corresponding tissue were shown at the top of each bar. The epidermal cells expressed nuclei-like mRFP-bZIP17 were classified into to white group, while the ER-like mRFP-bZIP17 were classed into black group. **C** Schematic representation of AGB1-mediated salinity stress response through bZIP17 signaling. The nuclei localization of AGB1 (green) was observed after short-term salt stress treatment in the wild-type (WT) seedlings (left), and the bZIP17 (magenta)-regulated expression of salinity-responsive genes and unfolded protein responsive (UPR) genes were reduced in the absence of *AGB1*. The nuclei localization of bZIP17 through S1P/S2P-mediated proteolytic processing was also compromised in the *agb1* mutants (right)

### The repression of proteolytic processing of bZIP17 in *agb1* mutant

To test whether AGB1 functions in the S1P-S2P pathway to regulate proteolytic processing of bZIP17 for gene induction under salt stress, we first transiently expressed the biological functional mRFP-bZIP17 (Fig. 6A, 6B) in 7-day-old WT, *agb1*, or *s1p-1 s2p-1* (*s1p s2p*) seedlings by AGROBEST [44]. In the meristemic zone of the WT root epidermis, the dot-like mRFP-bZIP17 (as indicated by the white triangle) was observed in salt-treated plants but rarely seen in *s1p s2p* or *agb1* mutants (Fig. 6A). We also quantified the cells expressing nuclei-localized mRFP-bZIP17, the WT roots were significantly higher (*P* = 0.013) under salt stress (15.5 ± 7.7%) than under mock condition (1.0 ± 2.8%), whereas the nuclei-localized mRFP-bZIP17 in *agb1* or *s1p s2p* roots were not different (*agb1: P* = 0.691; *s1p s2p*: *P* = 0.486) between stressed (*agb1*: 0.0 ± 7.3%; *s1p s2p:* 3.1 ± 15.2%) and control (*agb1*: 0.0 ± 3.8%; *s1p s2p:* 4.8 ± 3.0%) conditions (Fig. 6B).

## Discussion

This study used salinity-stressed young seedlings to address a long-standing question about the functional role of AGB1 in transcriptional regulation for plant survival and fitness. It remains unknown whether the induction of a set of bZIP17-dependent salt stress-responsive genes is correlated with AGB1. We uncovered the salinity-responding nuclear localization of AGB1 among multiple tissues of young seedlings (Fig. 2). In the absence of *AGB1*, gene inductions of salt-responsive transcription factors, antioxidants, and osmoticants were compensated as *bzip17* mutant root (Fig. 3), which may contribute by the physical interaction between AGB1 and bZIP17 (Fig. 5). At the molecular level, the S1P/S2P-mediated bZIP17 proteolytic processing was abolished in *agb1* mutant to decrease the nuclear localization of bZIP17 under high salinity (Fig. 6A and 6B). At the genetic level, the *agb1 is* epistatic to *bzip17* as the *agb1 bzip17* double mutant phenocopying *agb1* but not *bzip17* (Fig. 4)*.* Therefore, our mechanistic study elucidated that AGB1 coordinated transcriptional salinity response via the regulation of bZIP17 processing and mediating the signaling pathway (Fig. 6C).

AGB1 assumes a pivotal role in responding to salt stress. The G protein interactome study identified a gene ontology term linked to the salt stress response [11]. Additionally, microarray analysis employing the *agb1* null mutant showcased increased sensitivity to salinity [19]. Phenotypic characterization of chlorotic *agb1* plants revealed reductions in chlorophyll content, fresh weight, survival rate, and stomatal aperture size [19, 21]. Furthermore, AGB1 depletion was associated with increased shoot ABA content and Na ^+^ accumulation [22, 23]. Yu and Assmann demonstrated that AGB1 physically interacts with the receptor-like kinase FERONIA (FER) and that RALF1 regulates stomatal movement through FER in a G protein-dependent manner, with AGB1, AGGs, and XLGs involved in this signaling. AGB1 and FER act additively or synergistically in salinity response, with RALF1 enhancing salt toxicity independently of AGB1, showing different genetic relationships to RALF1 in stomatal versus salinity responses [25, 45].

Under salt stress, AGB1 and bZIP17 display a functional link and epistatic interactions. Notably, they do not fully affect each other's salt-induced expression (Fig. S12) or subcellular localization (Fig. 5B and 6A). In non-stress conditions, *agb1*, *bzip17*, and *agb1 bzip17* mutants show similar germination rates (Fig. 4B). However, under stress, *bzip17* exhibits superior growth compared to *agb1* and *agb1 bzip17* in fresh weight, root length, and leaf length (Fig. 4C and 4D). For bZIP17-dependent salt-responsive gene expressions (*NAC019*, *MYB75*, *RD20*, *LTP3*, *LEA7*, and *TSPO* as shown in Fig. 3B-G), WT can induce gene expression better than *agb1*, but both *bzip17* and *agb1 bzip17* failed to do so (Fig. 3B). As Henriquez-Valencia et al. reported, during high salinity-induced ER stress, activation of the UPR pathway through transcription factor bZIP17 leads to an induction of classical chaperone marker BiP3 [46]. We measured multiple UPR expressions (*BiP3*, *BiP1/2*, *CALERTICULIN1* (*CRT1*), and *CALNEXIN* (*CNX1*)), *bzip17* mutants showed better induction than *agb1* and also *agb1 bzip17* (Fig. S13). The *agb1 bzip17* double mutant mirrors *agb1* more than *bzip17* in UPR gene expression (Fig. S12) and salt stress tolerance (Fig. 3B-G), indicating AGB1's dominant role. These results suggest that *AGB1* exerts an epistatic effect over *bZIP17*, modulating plant growth and stress responses differently and acting upstream or in conjunction with bZIP17 in these pathways.

AGB1 contributes to ER stress responses by maintaining ER homeostasis under adverse conditions such as unfolded protein accumulation [47] or environmental stressors, and interacts with ER-localized proteins involved in various cellular processes, including calcium signaling and lipid metabolism, such as RALF [25]. The bZIP17 uses posttranslational machinery to move from the ER to the Golgi apparatus, undergoing regulated intramembrane proteolysis (RIP). This process involves two Golgi-resident proteases, S1P and S2P, which cleave the transmembrane domains of bZIP17, releasing their transcription activation domains from the ER membrane [36]. The conditions of ER lumen, calcium pool, and ER membrane integrity may influence the relocation of bZIP17 from the ER to the Golgi apparatus. Additionally, AGB1 localizes to the Golgi apparatus in mammalian cells [48] and leaf epidermal cells. The transient expression of mRFP-bZIP17 driven by its promoter in *agb1* seedlings mimics the deficiency in bZIP17 relocation to the nucleus observed in *s1p s2p* mutants (Fig. 6A, 6B), suggesting that the S1P/S2P-mediated proteolytic processing may compensate in *agb1*. However, it remains unkown whether AGB1 directly affects protease activity or physically interacts with bZIP17 to isolate substrates from enzymes S1P and S2P.

Transcriptome analysis of *agb1* mutants subjected to short-term salt stress revealed increased sensitivity to elevated salinity (Fig. 3, S14), suggesting a crucial role for AGB1 in orchestrating transcriptional responses to equip seedlings with the necessary defenses for survival ([19] and the present study). 

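In WT roots 1466 genes rose and 1005 fell at least 2-fold after 4 h of salt stress at an adjusted p below 0.05, 2471 in all. In *agb1* roots 288 rose and 130 fell, 418 in all. The count in WT was 1538 without WT 0 h replicate 3. The count in *agb1* was 220, 222 and 240 without WT 0 h replicate 1, 2 and 3, 860 without WT 4 h replicate 3, 794 without *agb1* 0 h replicate 3, and 132 and 213 without *agb1* 4 h replicate 2 and 3. With the 12 arrays as 12 samples, an alternative chosen after seeing the data, it was 1397. The largest rises in WT by the rule of the named genes were in *LEA7*, AT3G15670 (log2 change 7.91) and *HAI1* (7.65), and the largest falls in *XTH26* (-5.28), AT5G19890 (-5.15) and AT3G29970 (-5.10).

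A difference between the counts does not test whether the responses differ, and the interaction does. At an unadjusted p of 0.05 the interaction gave 1319 genes with a response lower in *agb1* than in WT and 1799 with a response higher. Of these genes 918 and 611 differed at least 2-fold, so that the balance depended on the size required. The interaction passed an adjusted p of 0.05 for 45 genes, 22 with a response lower in *agb1* than in WT and 23 with a response higher. The count was 3, 4 and 2 without WT 0 h replicate 1, 2 and 3, 88 and 22 without WT 4 h replicate 1 and 2, 117 without *agb1* 0 h replicate 3, and 6 and 16 without *agb1* 4 h replicate 2 and 3. Among the genes past an adjusted p of 0.05, well above background on every array and with the same sign in every replicate number, the lowest interactions were those of AT5G22545 (-5.07, standard error 0.55, adjusted p = 0.0183), *LOX3* (-4.02, standard error 0.55, adjusted p = 0.0296) and *HAI1* (-3.86, standard error 0.58, adjusted p = 0.0494), followed by AT5G22520 and AT3G18950. With the normexp background correction the interaction of AT5G22545 was 0.11. The highest by the same rule were AT5G01740 (3.71), *CWLP* (3.13), AT5G19890 (3.08), *PYL6* (2.74) and *FHL* (2.49). None of these 10 genes passed an adjusted p of 0.05 in limma with the normexp background correction, slide as a fixed block or no moderation, and 4 passed with the replicate block. None passed an adjusted p of 0.05 in limma without any 1 of the WT 0 h arrays (0.0553 to 0.152), although all 10 passed an unadjusted p of 0.05 with all samples. Of the 10 genes 2 passed without WT 4 h replicate 2, 8 without WT 4 h replicate 3, 9 and 6 without *agb1* 0 h replicate 2 and 3, and 6, 1 and 4 without *agb1* 4 h replicate 1, 2 and 3.

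Over 1216 genes that salt stress induced at least 2-fold, at an adjusted p below 0.05, in both genotypes combined, the mean log2 rise was 2.30 in WT and 1.48 in *agb1*. The median interaction of the 1215 of these genes with a value in every sample was -0.61, and it was below 0 for 73.6% of them. When genotype labels were exchanged within each time point, 7 of 100 splits of the samples, the real one included, gave a median as far from 0, and 4 of 80 did with 4 h labels exchanged only within replicate pairs, a test chosen after seeing the data. Both tests assume no difference between the genotypes at either time point, so that they cannot decide on chance for the interaction alone. Part of the negative interaction lay in the level before salt, since the median difference between *agb1* and WT was 0.35 at 0 h and -0.25 at 4 h. Over the same 1215 genes the median interaction was -0.46 without *agb1* 0 h replicate 3, and nearest 0 (-0.41) without WT 4 h replicate 2. It was -0.0162 over the 1332 genes called induced without *agb1* 0 h replicate 3, of which 1033 are among the 1216. Of the 1216 genes 225 were not well above background on any array of at least 1 group, and over the other 991 the median was -0.60, with 75.1% below 0. For 14 ABA and osmotic stress genes listed in advance, the median log2 change was 2.59 in WT and 1.37 in *agb1*, and the median interaction was -1.14 with 12 of the 14 genes below 0 (adjusted p = 7.2e-08 in camera and 0.0381 in fry). Without *COR15A*, which was not well above background on any array of a group, the median interaction of the other 13 was -0.94. The paper proposes that AGB1 has a role in the transcriptional responses that let seedlings survive salt stress. It draws this from Fig. 3 and Fig. S14, which also hold RT-qPCR and whole-seedling arrays, and from an earlier study.

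**Figure D3:**
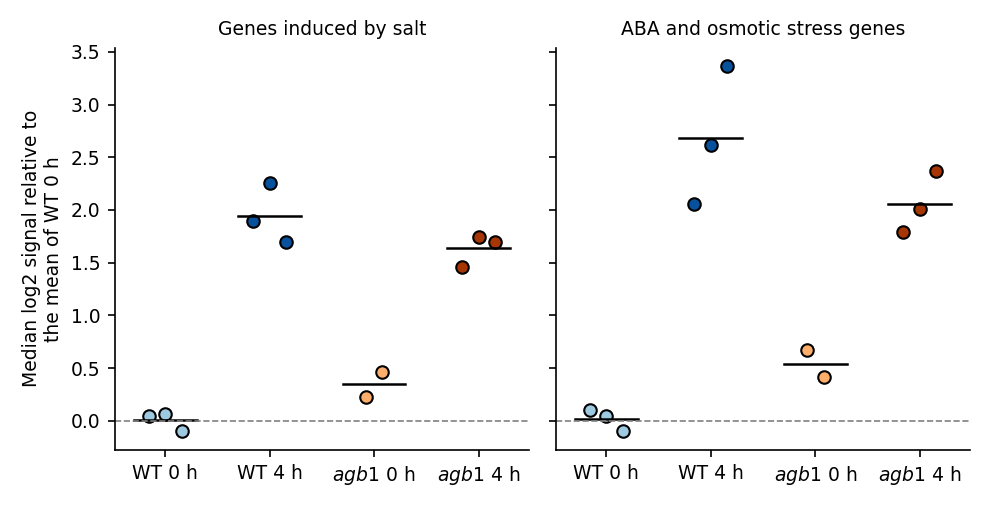
Median log2 signal relative to the mean of WT at 0 h over the 1216 genes induced by salt stress (left) and the 14 ABA and osmotic stress genes (right), per sample (points) with the group mean (line). In both panels the *agb1* samples at 0 h lie above those of WT, and the mean of the *agb1* samples at 4 h lies below that of WT.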

Transcription factors such as bZIP17, NAC069, and MYB15 either interact with AGB1 or have their expression regulated by AGB1 (Fig. 5, S14D, S14E), making them promising candidates for further investigation into AGB1's involvement in gene expression regulation. Furthermore, during photomorphogenesis, CRY1 inhibits AGB1 to release the transcription factor HY5 (bZIP56), enabling its DNA-binding activity and promoting gene expression for hypocotyl growth [30]. AGB1 interacts with bZIP51 (VIP1) to function under drought-stress conditions [31].

### Limitations of this study

The study presents valuable insights into the role of AGB1 in salt stress responses, yet several limitations constrain it. Firstly, the lack of mechanistic understanding hinders a comprehensive elucidation of molecular pathways, such as the influence of AGB1 on S1P/S2P-mediated proteolytic cleavage of bZIP17, bZIP17 intracellular trafficking and its binding affinity to cis-elements of salt stress-responsive genes. Furthermore, focusing on a limited number of time points within a short duration may only partially capture the dynamic nature of salt stress responses over longer periods, impacting the assessment of long-term fitness. Additionally, the transcriptional analysis is confined to a subset of genes regulated by bZIP17, potentially overlooking other target genes and pathways modulated by AGB1. While BiFC assays suggest a physical interaction between AGB1 and bZIP17, further validation *in planta* is warranted. Lastly, the study's exclusive focus on *Arabidopsis thaliana* may restrict the generalizability of the findings to other crop species, underscoring the necessity for comparative studies across diverse plant species to ascertain the broader relevance of AGB1-mediated salt stress responses. Addressing these limitations through future experimental investigations will be crucial for comprehensively understanding AGB1's role in plant salt stress adaptation.

## Materials and methods

### Plant materials and growth conditions

*Arabidopsis thaliana* Columbia-0 (Col-0) ecotype was used in this study. T-DNA-tagged mutants of *agb1-3* (SALK_061896 as *agb1*), *bzip17-4* (GABI_220B01 as *bzip17* [42]), *s1p-1* (SALK_020530 as *s1p*), *s2p-1* (GABI_459C12 as *s2p*) were obtained from Arabidopsis Biological Resource Center (ABRC, http://abrc.osu.edu) and GABI-Kat (http://www.GABI-Kat.de). Seed surfaces were sterilized with 70% (v/v) ethanol and washed thrice with autoclaved ultrapure water. After one day of stratification at 4 °C, seeds were planted directly onto Petri dishes containing half-strength Murashige and Skoog (½ MS, Duchefa Biochemie, Haarlem, Nederland, M0222) medium with 0.86% (w/v) sucrose (107687; Merck, Darmstadt, Germany) and 0.6% (w/v) agar (214010; Difco, BD, MJ, USA) at pH 5.6 [49]. Plants were grown under 16 h / 8 h light–dark cycle at 22 °C with light intensity of 150 µmol m^−1^ s^−1^. Homozygous plants were isolated by PCR-based genotyping using gene-specific primers and T-DNA specific primers. The primers used were for *agb1* (KK70/KK71 and KK8/KK71), and *bzip17* (KK537/KK538 and YN1016/KK538). See supplemental Table 1 for the oligonucleotide sequences used in this study.

### Salt stress treatment, germination, and phenotypic analysis

For salt stress induction, 7-day-old seedlings were immersed in liquid MS media containing 150 mM NaCl (1.06404, Merck) for the indicated time. For long-term salt stress tolerance assay, seeds were planted on the ½ MS agar plate containing NaCl as indicated concentration for 14 days. Germination rate, seedling fresh weight (FW), primary root length, and plant width (length of two cotyledons) were measured with 11 to 25 seedlings with at least three biological replicates to quantify morphological phenotypes. The salinity tolerance analysis was performed by classifying plants according to leaf color: green, mixed (at least one white leaf), and white (all albino leaves).

### Vector construction and plant transformation

To clone the split YFP variants for bimolecular fluorescence complementation (BiFC) assay, the coding sequences of AGB1, bZIP17, and AGG1 were cloned into pENTR as pYC70, pYC75, and pYC69, respectively. For the BiFC assay, above-mentioned entry vectors were recombined into a pUBC-nYFP or pUBC-cYFP to obtain pYC73 (pUBC-AGB1-nYFP), pYC74 (pUBC-AGB1-cCFP), pYC78 (pUBN-bZIP17-nYFP), pYC79 (pUBN-bZIP17-cYFP), pYC71 (pUBC-AGG1-nYFP), pYC72 (pUBC-AGG1-cYFP).

#### *agb1 pAGB1:AGB1* (*AGB1*)

Same T3 line #5–2 was reported in [38].

#### *agb1 pAGB1:AGB1-Venus* (*AGB1-V*)

To generate an *AGB1-V* complementation line, a DNA fragment encoding triple repeats of the Venus (V) fluorescent reporter was inserted in-frame before the stop codon of the AGB1 genomic region at the *Sfo*I site into pCC87 (*pENTR-pAGB1:AGB1-Sfo*I) to express AGB1-Ven. The obtained pCC91 (*pENTR-pAGB1:AGB1-Venus*) was then recombined into a pBGW destination vector [50] using Gateway™ LR Clonase™ II (Invitrogen, Thermo Fisher Scientific, MA, USA) to obtain plasmid pCC95 (*pBGW-pAGB1:AGB1-Venus*). pCC95 was transduced into *agb1* via *Agrobacterium tumefaciens* strain GV3101 mediated transformation. Forty-eight T1 plants were selected on soil by spraying with 0.1% BASTA solution. The obtained T2 seeds were screened using BASTA and selected by genotyping. To distinguish transgenic *pAGB1:AGB1-Venus* from endogenous *AGB1*, specific primers (KK212/KK104) were designed. Line 6 was used for observation.

#### *bzip17 pbZIP17:bZIP17* (*bZIP17*)

PCR amplified the 5.8 kb of genomic sequence for *bZIP17* (*pbZIP17:bZIP17*) with primers LC125 and LC126. The fragment was cloned into the pENTR™/D_TOPO™ plasmid vector (Invitrogen) to obtain pENTR-ProbZIP17:bZIP17, which was then recombined into the pBGW destination vector [50] with the use of Gateway™ LR Clonase™ II (Invitrogen) to obtain pLC25 (pBGW-ProbZIP17:bZIP17). pLC25 was transduced into *bzip17* via *A. tumefaciens* strain GV3101 mediated transformation. In total, 24 T1 plants were selected on soil by spraying with 0.1% BASTA solution. The obtained T2 seeds were screened using BASTA and selected by genotyping. Lines 3, 5, 7 and 18 were used for observation, and Line 18 was selected as a representative line.

#### *bzip17 pbZIP17: mRFP-bZIP17* (*m-bZIP17*)

To generate an *m-bZIP17* complementation line, a DNA fragment encoding mRFP fluorescent reporter was inserted in-frame after the start codon of the bZIP17 coding sequences at the *Sfo*I site into *pENTR-pbZIP17: Sfo*I*-bZIP17* to express mRFP-bZIP17. The obtained pYC87 (*pENTR-pbZIP17: mRFP-bZIP17*) was then recombined into a pKGW destination vector [50] using Gateway™ LR Clonase™ II (Invitrogen, Thermo Fisher Scientific, MA, USA) to obtain plasmid pYC89 (*pKGW-pbZIP17: mRFP-bZIP17*). In total, 24 T1 plants were selected on ½ MS agar plate containing the antibiotic Kanamycin. The obtained T2 seeds were screened using Kanamycin and selected by PCR-based genotyping. To distinguish transgenic *pbZIP17: mRFP-bZIP17* from endogenous *bZIP17*, specific primers (LC12/KK418) were designed. Lines 16, 17, and 18 were used for observation, and Line 16 was selected as a representative line.

### Confocal laser-microscopy observation

For the transient expression assay, a drop of transformed protoplasts was applied onto a glass slide with a ring sticker. The fluorescent signals were observed under confocal laser-scanning microscopy (LSM 510 Meta; Carl Zeiss, Jena, Germany) equipped with a C-Apochromat × 63 objective with a 1.2 numerical aperture. For live imaging in primary root, hypocotyl, and cotyledon, Venus or mRFP fluorescences in 7-day-old *AGB1-V* or *m-bZIP17* seedlings, respectively, were observed under a microscope equipped with a C-Apochromat × 40 objective with 1.2 numerical aperture. For plasma membrane staining, seedlings were immersed in 10 μg/ml of FM4-64 (Invitrogen™ 13320) for 3 min. For ER staining, samples were immersed in 1 μM of ER-tracker™ Blue-White DPX (Invitrogen™ E12353) for 5 min. For nuclei staining, root samples were immersed in 10 μg/ml of DAPI (Thermo Fisher Scientific 62247). After staining the samples were observed under confocal microscopy, and images were captured using an LSM 510 v3.2 (Carl Zeiss) with filters for DAPI or ER-tracker Blue-White DPX (Diode 405 nm laser, band-pass 420–480 nm); Venus or YFP (Argon 514 nm laser, band-pass 520–555 nm); FM 4–64 or mRFP (HeNe 543 nm laser, band-pass 560–615 nm).

### Immunoblotting and nuclei isolation

Ten of 7-day-old seedlings were homogenized in 100 µl lysis buffer [50 mM Tris HCl (Merck 648,317), pH 6.8, 2% (w/v) SDS (Merck 822050), 10 mM 2-mercaptoethanol (2-ME, Merck 805740), 1% (v/v) protease inhibitor cocktail (Sigma-Aldrich P9599). The homogenate was stood on ice for 20 min and centrifuged at 16,000 g for 10 min at 4 °C. The supernatant (100 µl) was added to 2 × sample buffer (50 mM Tris-HCl, pH 6.8, 10% (w/v) SDS, 10%(v/v) 2-ME, 526 mM sucrose, 0.1% (w/v) bromophenol blue (Merck 108122)). Samples were boiled for 3 min at 95 °C and loaded and separated by 10% SDS-PAGE, blotted onto 0.45 µm PVDF blotting membrane (10600023; GE Healthcare, PA, USA) and probed with primary and secondary antibodies, as follows: rabbit polyclonal anti-GFP (for AGB1-VEN, 1:3,000, Invitrogen™ A-11122), mouse monoclonal anti-Actin (1:5,000, Agrisera AS10-702), rabbit polyclonal anti-Histone H3 (1:3,000, Agrisera AS10-710), goat anti-rabbit IgG-HRP (1:10,000, Abcam ab6721) and goat anti-mouse IgG-HRP (1:10,000, Abcam). The target proteins were visualized by use of Image Quant LAS4000 (GE Health). For nuclei isolation, CelLytic™ PN Isolation/Extraction Kit (Sigma CELLYTPN1) was used according to the manufacturer’s instructions with minor modifications. In brief, 1 g of fresh weight (~ 700 of 7-day-old seedlings) were homogenized in 3 ml of NIBA buffer [25% (v/v) 4 × Nuclei Isolation Buffer (Sigma-Aldrich N8304), 10 mM Dithiothreitol Merck #805740), 1% (v/v) protease inhibitor cocktail (Sigma-Aldrich P9599)]. The homogenate was filtrated through the Miracloth (Merck) as a total fraction and then centrifuged at 1,300 g for 10 min at 4 °C. The resulting supernatant was kept as a cytosolic fraction, and the pellet was resuspended by NIBA buffer containing 0.3% Triton X-100. After 30 min incubation at 4 °C, the resuspension was centrifuged at 12,000 g for 5 min at 4 °C with three repeats. The resulting pellet was resuspended by 1 × SDS sample buffer and incubated at 95 °C for 3 min. After being centrifuged at 12,000 g for 5 min at 4 °C, the supernatant was kept as a nucleus fraction.

### Microarray analysis

For salt stress treatment, 7-day-old Arabidopsis seedlings were subjected to ½ MS liquid medium containing 0 (control) or 150 mM NaCl (stress) for 4 h, for root samples were dissected right after salt stress treatment and harvested in liquid nitrogen. Total RNA was extracted using RNeasy Plant mini kit according to the manufacturer’s instructions (Qiagen) with in-membrane digestion of DNase (Qiagen) to remove genomic DNA contamination and quantified by 260/280 nm UV light absorption. For quality control, the integrity of RNA was determined by Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA, USA). Total RNA was amplified by a Low Input Quick-Amp Labeling kit (Agilent Technologies). Preparation of fluorescence-labelled cDNA and microarray experiments were performed at the DNA Microarray Core Facility, Institute of Plant and Microbial Biology, Academia Sinica, Taiwan. Agilent Arabidopsis (V4) Gene Expression Microarray 4 × 44k chips were used in this study. Labelling of cDNA probes and hybridization experiments were performed according to the single-colour microarray protocols provided by the manufacturer. The Agilent DNA Microarray Scanner G2565CA and Agilent Feature Extraction 10.7.1.1 software detected the fluorescence signals. Three independent biological replicates were conducted using cDNA from control and stress samples.

### RNA preparation, cDNA synthesis and reverse-transcription PCR (RT-PCR), quantitative RT-PCR

Seedlings were frozen by immersion in liquid nitrogen and stored at -80 °C until use. Total RNA was extracted using a standard TRI reagent solution (Invitrogen AM9738). In brief, ten of 7-day-old seedlings were homogenized in 600 µl of TRI reagent, followed by a phase separation step with 120 µl chloroform (Merck 107024). RNA was precipitated with 300 µl isopropanol (Merck 107022) and then 0.3 M sodium acetate (Merck 106268), washed with ethanol and resuspended in 30 µl of diethylpyrocarbonate (DEPC, Merck 298711) -treated water. Genomic contamination was removed using RNase-free DNase set (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Five hundred ng RNA was used for complementary DNA (cDNA) synthesis by the SuperScript III First-Strand Synthesis SuperMix (Invitrogen 1172050). Fifty ng cDNA was used as template for quantitative RT-PCR with SYBR^TM^ Green PCR Master Mix (Applied Biosystems™ Thermo Fisher Scientific) detection and performed in triplicate using the Applied Biosystems 7500 fast real-time PCR system. Data were analyzed by the comparative threshold cycle method (ΔΔCT methods). The transcript level was normalized to the *ACTIN2* gene (*ACT2*, KK129/KK130) for each sample. For *LIPID TRANSFER PROTEIN 3 (LTP3, YC114/YC115)*, *RESPONSIVE TO DESICCATION 20* (*RD20*, YC116/YC117), *NAC DOMAIN CONTAINING PROTEIN 19* (*NAC019*, YC32/YC33), *MYB DOMAIN 75 (MYB75, YC64/YC65), LATE EMBRYOGENESIS ABUNDANT 7 (LEA7, YC120/YC121)* and *TSPO* (YC118/YC119), the relative transcript level is expressed as the fold change (mean ± SD) in each genotype under mock (0 mM NaCl) or salt (150 mM NaCl) treatment relative to the mock control in the wild type (set to value as 1) from three biological replicates with three technical replicates. The primer sets for quantitative RT-PCR are listed in supplemental Table 1.

### Protoplast isolation and BiFC assay

Protoplasts were isolated from 20- to 22-day-old Arabidopsis WT leaves using fungal cellulase (1% (v/v) ‘Onozuka’ R10, Yakult, Tokyo, Japan) and macerozyme (‘Onozuka’ R10, Yakult) to remove cell walls accordingly with minor modification [51]. DNA transfection was performed using the PEG-calcium solution, followed by 16-h incubation at 24°C. Transformed protoplasts were observed under a laser-scanning confocal microscope.

### AGROBEST transient expression

For a transient expression to observe the bZIP17 processing in seedlings, the AGROBEST method was used with minor modifications [44]. In Brief, seeds were germinated in the MS liquid media. Three-day-old WT, *agb1* and *s1p s2p* mutant seedlings were infected with *Agrobacteria tumefaciens* strain C58C1 (pTiB6S3ΔT)^H^ carrying the pYC89 (pKGW-ProbZIP17: mRFP-bZIP17) in ABM-MS [½ AB-MES, ¼ MS, 0.25% (w/v) sucrose, pH5.5] liquid medium for 2 days. The co-cultivation medium was then replaced with 1 ml fresh ½ MS medium and then incubated for 2 days. For salt stress assay, seedlings were incubated in ½ MS medium containing 0 or 150 mM NaCl for 4 h and then observed the mRFP-bZIP17 signals under confocal microscopy.

## Accession Numbers

*AGB1* (*At4g34460*), *bZIP17* (*At2g40950*), *AGG1* (*AT3G63420*).

## Conclusions

In conclusion, this study elucidates the vital role of AGB1 in plant salt stress responses through its interaction with the transcription factor bZIP17 and its regulation of crucial stress-responsive pathways. The findings demonstrate that AGB1's subcellular localization changes under salt stress are essential for initiating specific gene expressions necessary for plant survival. Genetic analyses further highlight the sensitivity of *AGB1* mutants to salt stress, emphasizing AGB1's importance in cellular homeostasis and overall plant fitness. This research contributes to our understanding of plant stress mechanisms and opens possibilities for developing crops with improved tolerance to salinity, addressing agricultural challenges posed by environmental stresses. However, more detailed studies are required to fully explore the implications of these mechanisms across various plant species and conditions.

### Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The datasets generated and analyzed in this study are available from the Gene Expression Omnibus (GEO) under accession number GSE264404.

## Abbreviations

ABA: Abscisic acid
ABRE: Abscisic acid-responsive element binding protein
AGB1: GTP-BINDING PROTEIN BETA 1
AGG: G-PROTEIN GAMMA-SUBUNIT
BBX21: B-BOX DOMAIN PROTEIN 21
BES1: BRI1-EMS-SUPPRESSOR 1
BiFC: Bimolecular fluorescence complementation
bZIP: Basic leucine zipper
CRY1: CRYPTOCHROME1
FER: FERONIA
G protein: Heterotrimeric guanine nucleotide-binding protein
GPCR: G-protein-coupled receptor
GPA1: G PROTEIN ALPHA SUBUNIT 1
HY5: ELONGATED HYPOCOTYL 5
LEA: LATE EMBRYOGENESIS ABUNDANT
MYB: Myeloblastosis
MPK6: MAP KINASE 6
mRFP: Monomeric Red Fluorescent Protein
NAC: NAM, ATAF1/2, and CUC2
PHYB: PHYTOCHROME B
PIF3: PHYTOCHROME INTERACTING FACTOR 3
RALF1: RAPID ALKALINIZATION FACTOR 1
RD20: RESPONSIVE TO DESICCATION 20
ROS: Reactive oxygen species
S1P: SITE-1 PROTEASE
S2P: SITE-2 PROTEASE
SOS: SALT OVERLY SENSITIVE
TSPO: OUTER MEMBRANE TRYPTOPHAN-RICH SENSORY PROTEIN-RELATED
UB: Ubiquitin
VIP1: VIRE2-INTERACTING PROTEIN 1
XLG: EXTRA LARGE G-PROTEIN
YFP: Yellow fluorescent protein

# Supplementary material for: Arabidopsis AGB1 participates in salinity response through bZIP17-mediated unfolded protein response
**Source:** BMC Plant Biol. 2024 Jun 21;24:586. doi: 10.1186/s12870-024-05296-x
**Supplement:** Supplementary file 1 — Supplementary Material 1.

Figure S1

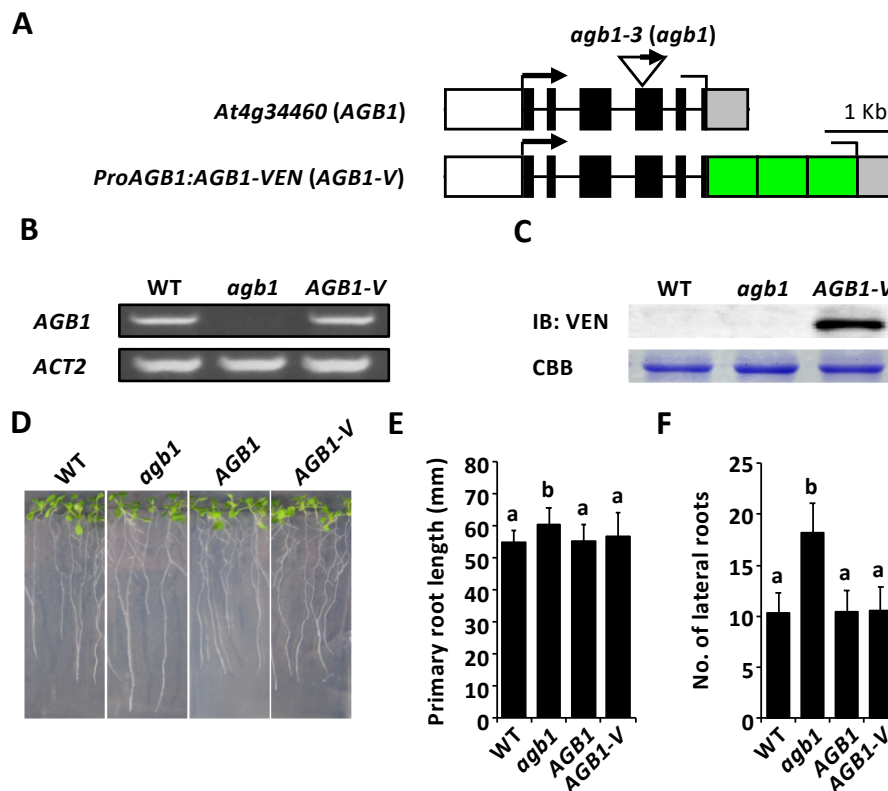

**Supplemental Figure 1. *AGB1* genomic DNA fragment with Venus tag complements *agb1* defects.**

(A) The gene structure of the *AGB1* gene (*At4g34460.1*) and its mutant (*agb1-3, agb1*) generated by T-DNA insertion. White box as the promoter, black boxes as six exons, black line as five introns, gray box as 3'UTR and green boxes as triplicate Venus. (B) RT-PCR analysis for the wild type (WT), *agb1-3 (agb1)*, *agb1 pAGB1:AGB1-Venus* (*AGB1-V*). *ACTIN2* (*ACT2*) was used as positive control. (C) Immunoblot analysis of *AGB1-VEN* proteins. CBB staining as the loading control. (D) Representative images of vertical growth of 14-day WT, *agb1*, *agb1 pAGB1:AGB1* (*AGB1*) and *AGB1-V* seedlings on ½ MS agar plates. The root phenotype including primary root length (E) and lateral root number (F) were shown as bar chart.

Figure S2

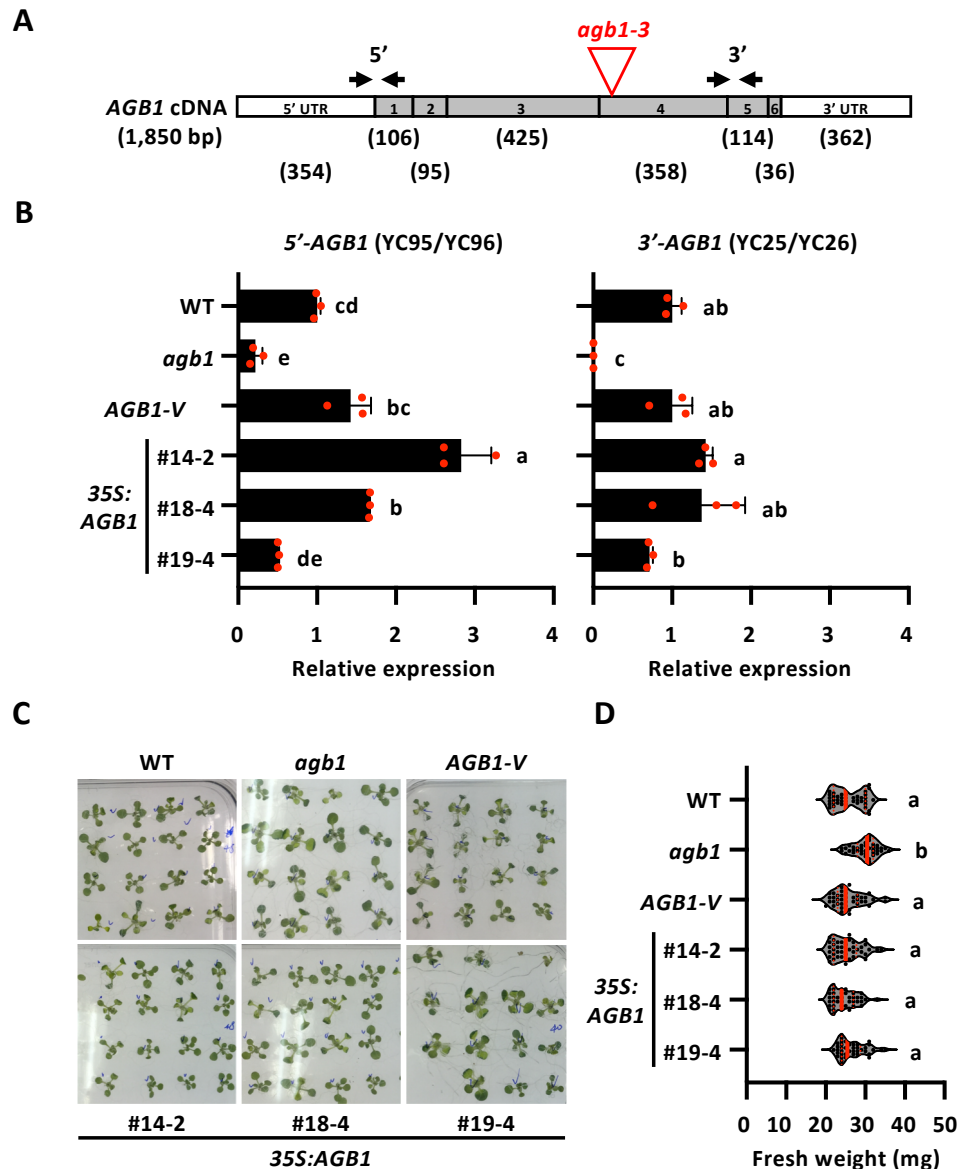

**Supplemental Figure 2. The transgenic *AGB1* overexpression lines rescue growth phenotype in *agb1*.**

(A) Schematic representation of *AGB1* (At4g34460). White boxes represent untranslated regions (UTR). Gray boxes represent exons, and the positions of the T-DNA insertions in *agb1-3* are shown. Arrows indicate the positions of oligonucleotide primers used for the quantitative RT-PCR analysis in (B). The length of each fragment was noted inside of the parentheses below. (B) Relative expression level of *AGB1* in the 7-day-old wild type (WT), *agb1* mutant, complementation line *AGB1-V*, and three independent transgenic seedlings harboring *p35S:AGB1* (lines #14-2, #18-4, and #19-4) in Col-0 genetic background by quantitative RT-PCR analysis. Data are shown from three biological independent experiments with three technical replicates. Representative images (C) and fresh weight measurement (D) of 14-d-old WT, *agb1* mutant, transgenic *AGB1-V* and *p35S:AGB1* plants were grown on 1/2 MS. (D) The fresh weight was measured individually with three biological experiments (n=40), and shown as violin plots with all points. Data with different letters represent significant differences [one-way ANOVA at  $P < 0.05$ ]

Figure S3

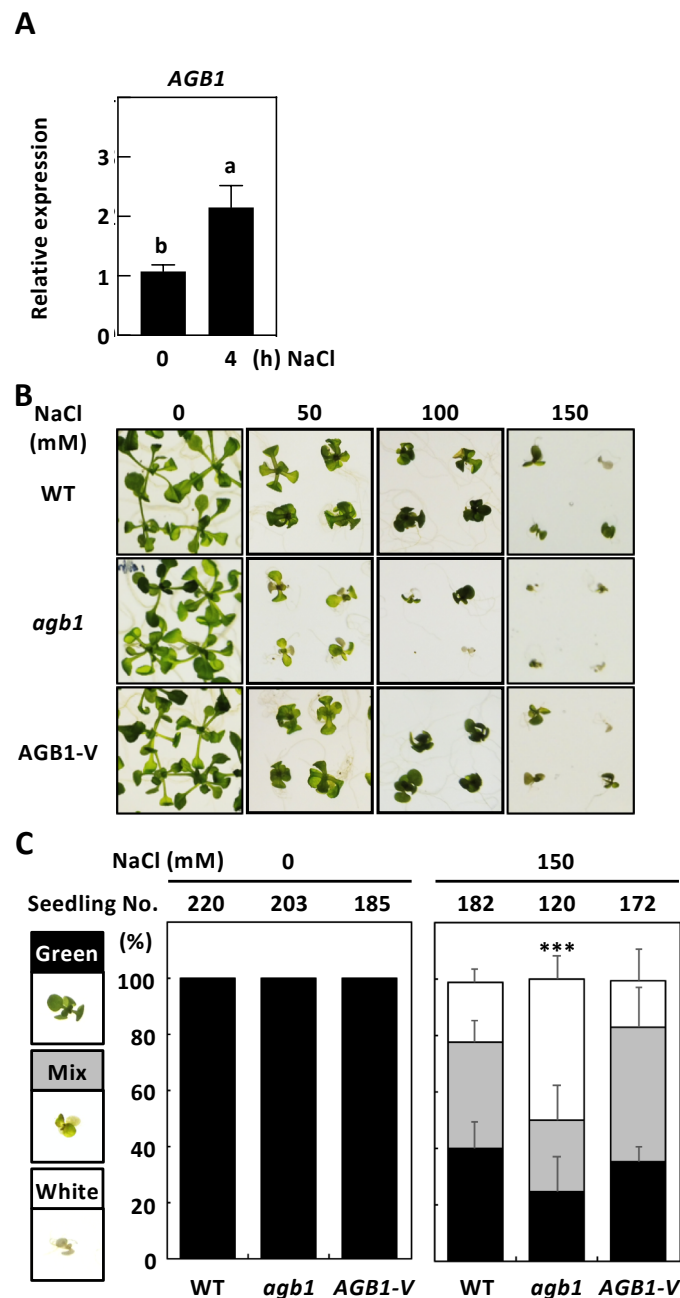

**Supplemental Figure 3. *AGB1-V* is biological functioned for seedling fitness under high salinity.**

(A) Quantitative RT-PCR analysis of 7-day-old wild-type (WT) seedlings with 0 or 4 h of 150 mM NaCl treatment. The *AGB1* expressions were normalized to *ACTIN2* and average *AGB1* expression level under normal condition was set as 1. Data were mean  $\pm$  SD of three biological replicates. Data with different letters represent significant differences [one-way ANOVA at  $P < 0.05$ ]. (B) Representative images of 14-day-old WT, *agb1* mutant, and *agb1 pAGB1:AGB1-Venus* (*AGB1-V*) transgenic plants were grown on 1/2 MS containing NaCl with indicated concentration to induce salt stress. (C) The morphological phenotypes were classified into healthy (Green, black box), at least one *albino* leaf (Mix, gray box) and all *albino* leaves (White, white box) groups and analyzed for their salt tolerance. Number of seedlings belong different groups were shown above each bar. Error bar, Mean + SD. Asterisk indicated the statistically differences comparing to WT. \*\*\*,  $P < 0.001$ .

[illegible]

**(A)** Representative images of 14-day-old wild type (WT), *agb1* mutant, and *agb1 pAGB1:AGB1-Venus* (AGB1-V) transgenic plants were grown on 1/2 MS containing NaCl with indicated concentration to induce salt stress, or transferred from 1/2 MS agar plate to 150 mM NaCl containing plate after 2-d or 4-d. **(B)** The greening phenotype was counted for the green seedlings versus total number per condition and showed as percentages. Continuous grown on 0 mM NaCl (white), or 150 mM NaCl (black), and 2-day (dark grey) or 4-day (light grey) grown on 0 mM NaCl and then transfer to 150 mM NaCl until 14 days (n=25). Error bar, Mean + SD. Data with different letters represent significant difference [one-way ANOVA at  $P < 0.05$ ].

Figure S5

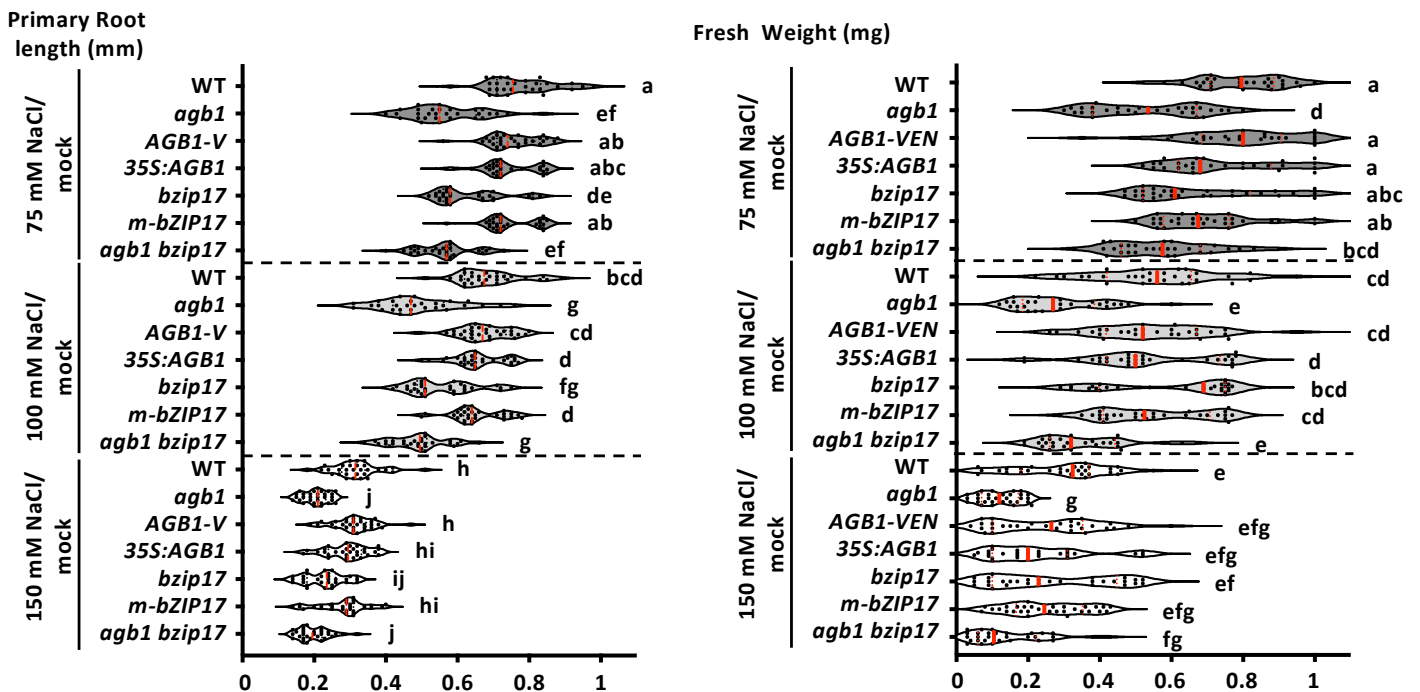

### Supplemental Figure 5. Salt stress tolerance index (STI) of 14-day-old seedlings under various salinity conditions.

The primary root length (A) or fresh weight (B) of 14-day-old wild-type (WT), *agb1-3* (*agb1*), *agb1 pAGB1:AGB1-Venus* (*AGB1-V*), *Col-0 p35S:AGB1* (*35S:AGB1*), *bzip17-4* (*bzip17*), *bzip17 pbZIP17:mRFP-bZIP17* (*mRFP-bZIP17*), and *agb1 bzip17* seedlings were quantified to calculate the ratio of the plant subjected to 75 (dark grey), 100 (light grey), or 150 mM (white) NaCl treatment relative to the plant of mock (0 mM NaCl). The STI was shown as violin plots with all points (n=30). Data with different letters represent significant [one-way ANOVA at  $P < 0.05$ ].

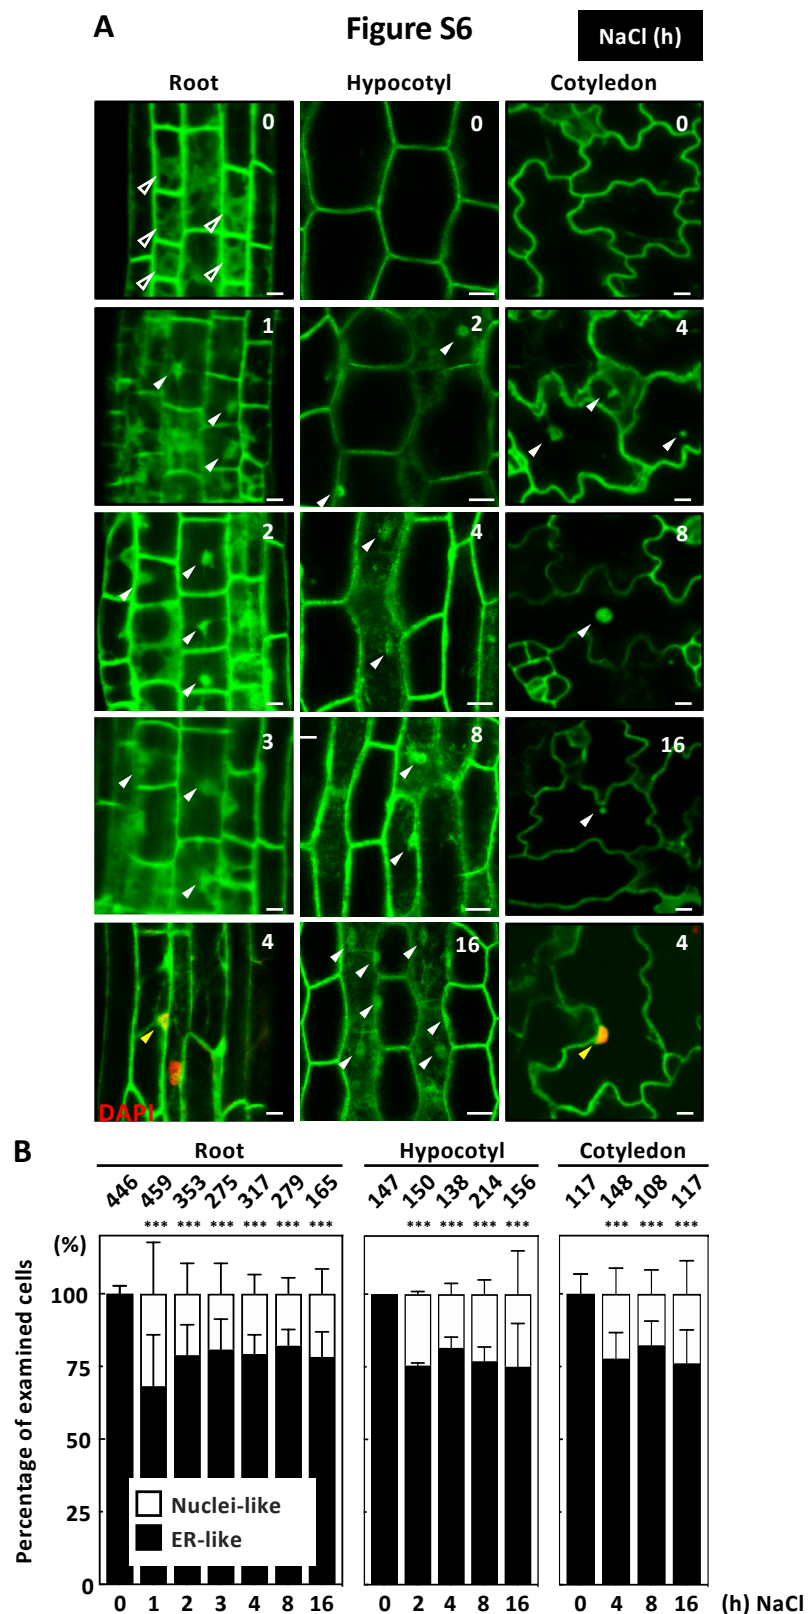

**Supplemental Figure 6. Nuclei localization of AGB1-VEN was induced by salt stress in whole seedling.**

(A) Representative images of root, stem and leaf epidermis of pAGB1:AGB1-VENUS (AGB1-VEN) in a stable transgenic complementation plant in the absence or presence of 150 mM NaCl containing ½ MS liquid medium as indicated time for salt stress induction. Solid arrow heads indicated the ER-like AGB1 localization while the empty white arrow heads indicated the nuclei localization of AGB1. The nuclei localization of AGB1 was confirmed by DAPI staining (red). The ratio of different subcellular localization of AGB1-VEN were quantified as shown in (B). Scale bars equal to 10 μm. (B) Quantification analysis of subcellular localization of AGB1 in root, hypocotyl and cotyledon of 7-day-old AGB1-V plant. Each value represents the means ± SD of the percentage of AGB1-VEN localization (ten seedlings) for at three independent experiments per time point. The total numbers of examined epidermal cells for corresponding tissue were shown at the top of each bar. The epidermal cells expressed nuclei-like AGB1-VEN were classified into to white group, while the ER-like AGB1-VEN were classed into black group. Data with different letters represent significant [one-way ANOVA at P < 0.05].

Figure S7

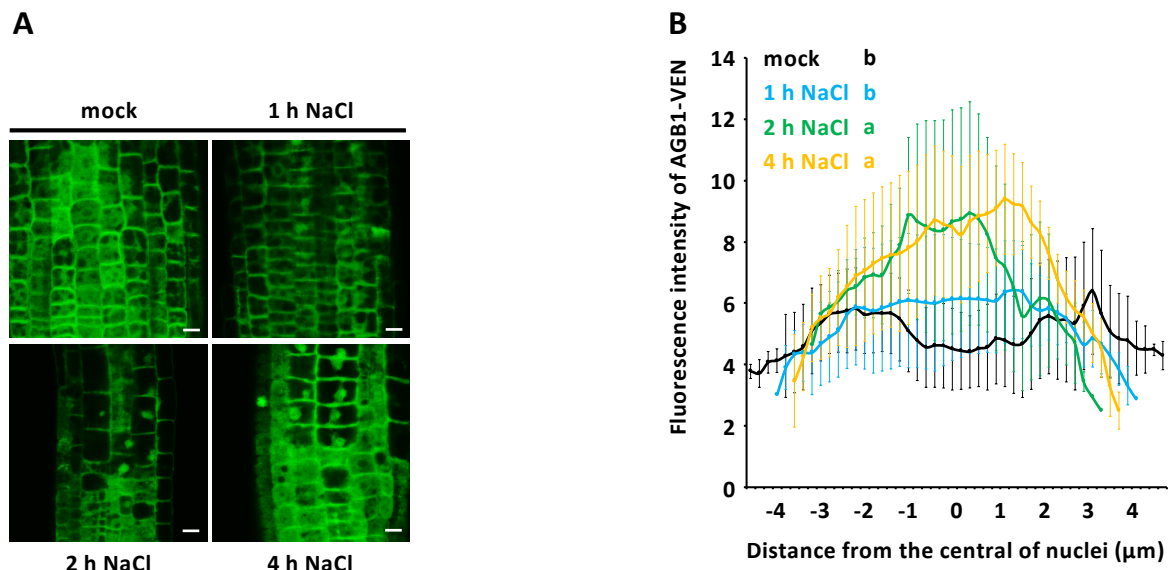

**Supplemental Figure 7. The distribution of fluorescent signals of AGB1-VEN in the root epidermal cell of meristemic zone.**

(A) Representative images of root epidermis of AGB1-VEN in a stable transgenic complementation plant (*AGB1-V*) in the absence (1/2 MS medium, 0 h) or presence of 150 mM NaCl as indicated time for salt stress induction. Scale bars equal to 10  $\mu\text{m}$ . (B) Quantification analysis of fluorescence intensity of AGB1-Venus in the root epidermis of 7-day-old *AGB1-V* plant under various conditions including mock (black), 1-h (blue), 2-h (green), 4-h (yellow) of 150 mM NaCl treatment. The line charts were generated using the median AGB1-VEN intensity across the diameter of epidermal cells ( $n=30$ ) on the y-axis, with the distance from the center of the nuclei plotted on the x-axis. Each value represents the mean  $\pm$  SD ( $n=30$ ). Data with different letters represent significant [one-way ANOVA at  $P < 0.05$ ].

Figure S8

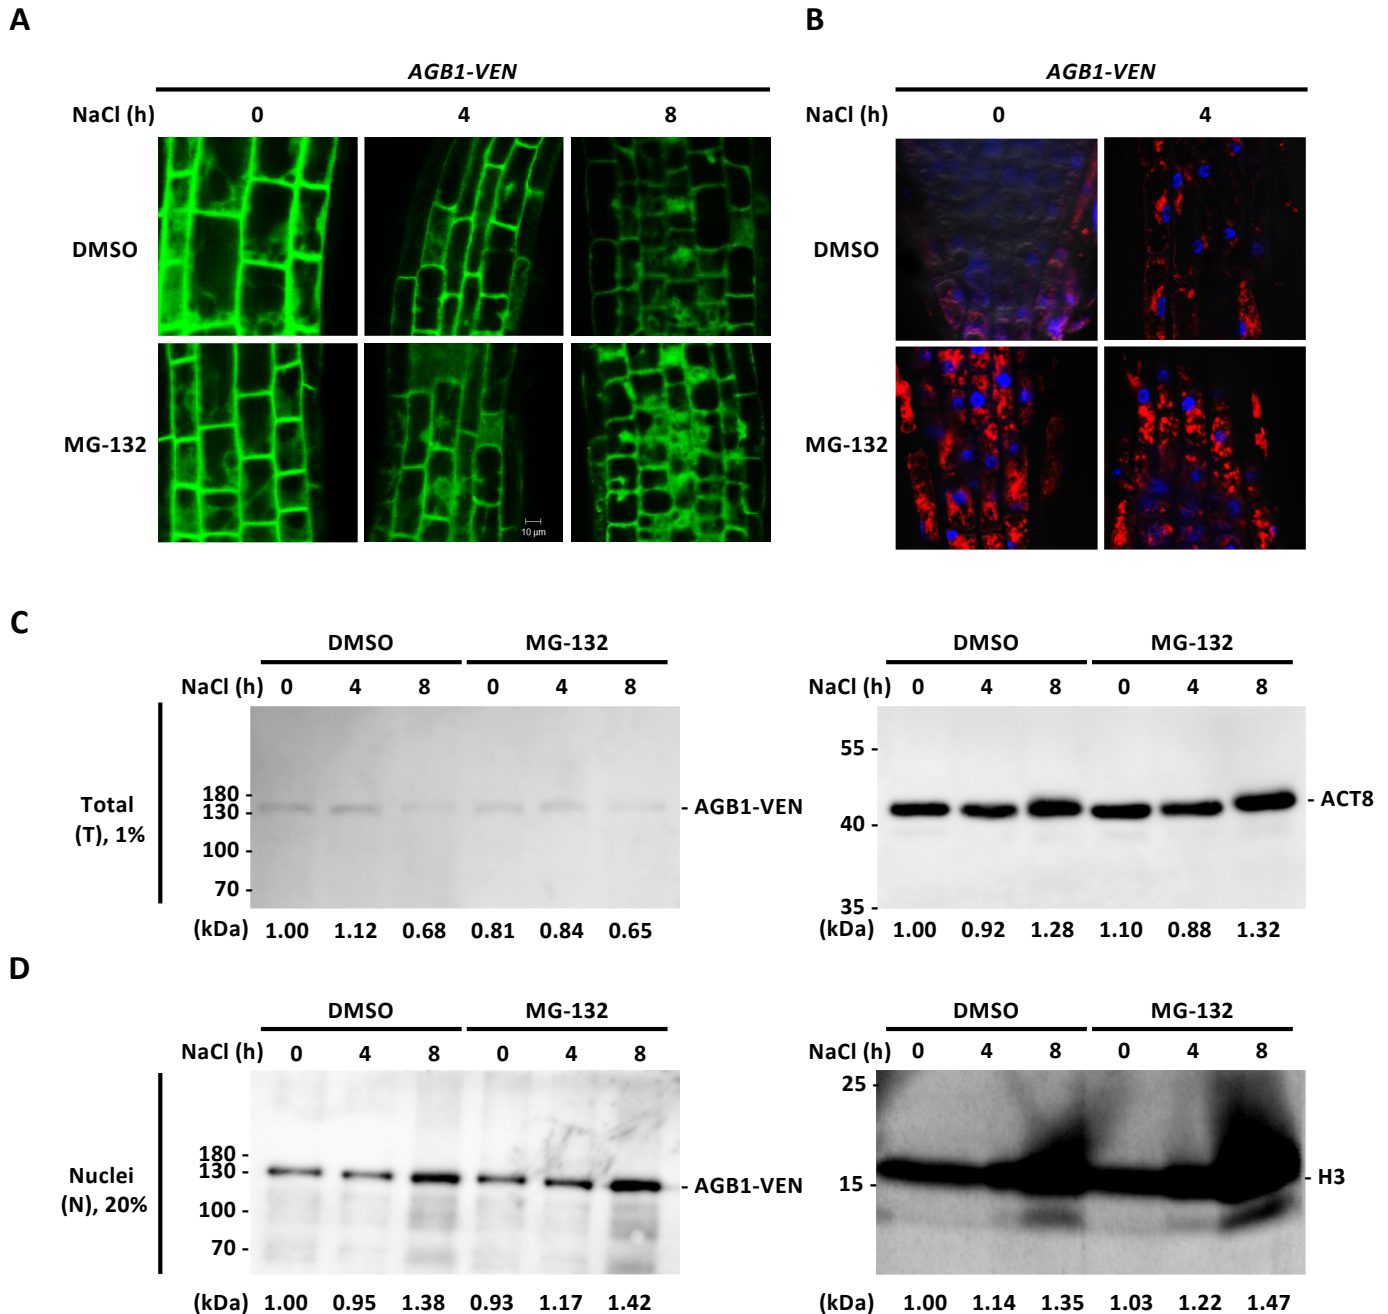

**Supplemental Figure 8. The protein turnover of nuclei-localized AGB1-VEN under salt stress.**

The 7-d-old of *agb1 AGB1-V* seedlings treated with 0 or 150 mM NaCl containing 1/2 MS liquid media with addition of DMSO or 10  $\mu$ M MG-132 for 2, 4 or 8 h according to indicated time. **(A)** Representative images of the subcellular localization of AGB1-VEN in the root epidermis. **(B)** The misfolded proteins were detected by Aggresome dye ProteoStat (Red), the nuclei localizations were confirmed by DAPI staining (Blue). The total **(C)** and nuclei fractions **(D)** were subjected to immunoblots against GFP (left), ACTIN8 for cytosolic fractions (right panel in **C**), and Histone H3 for nuclear fractions (right panel in **D**).

Figure S9

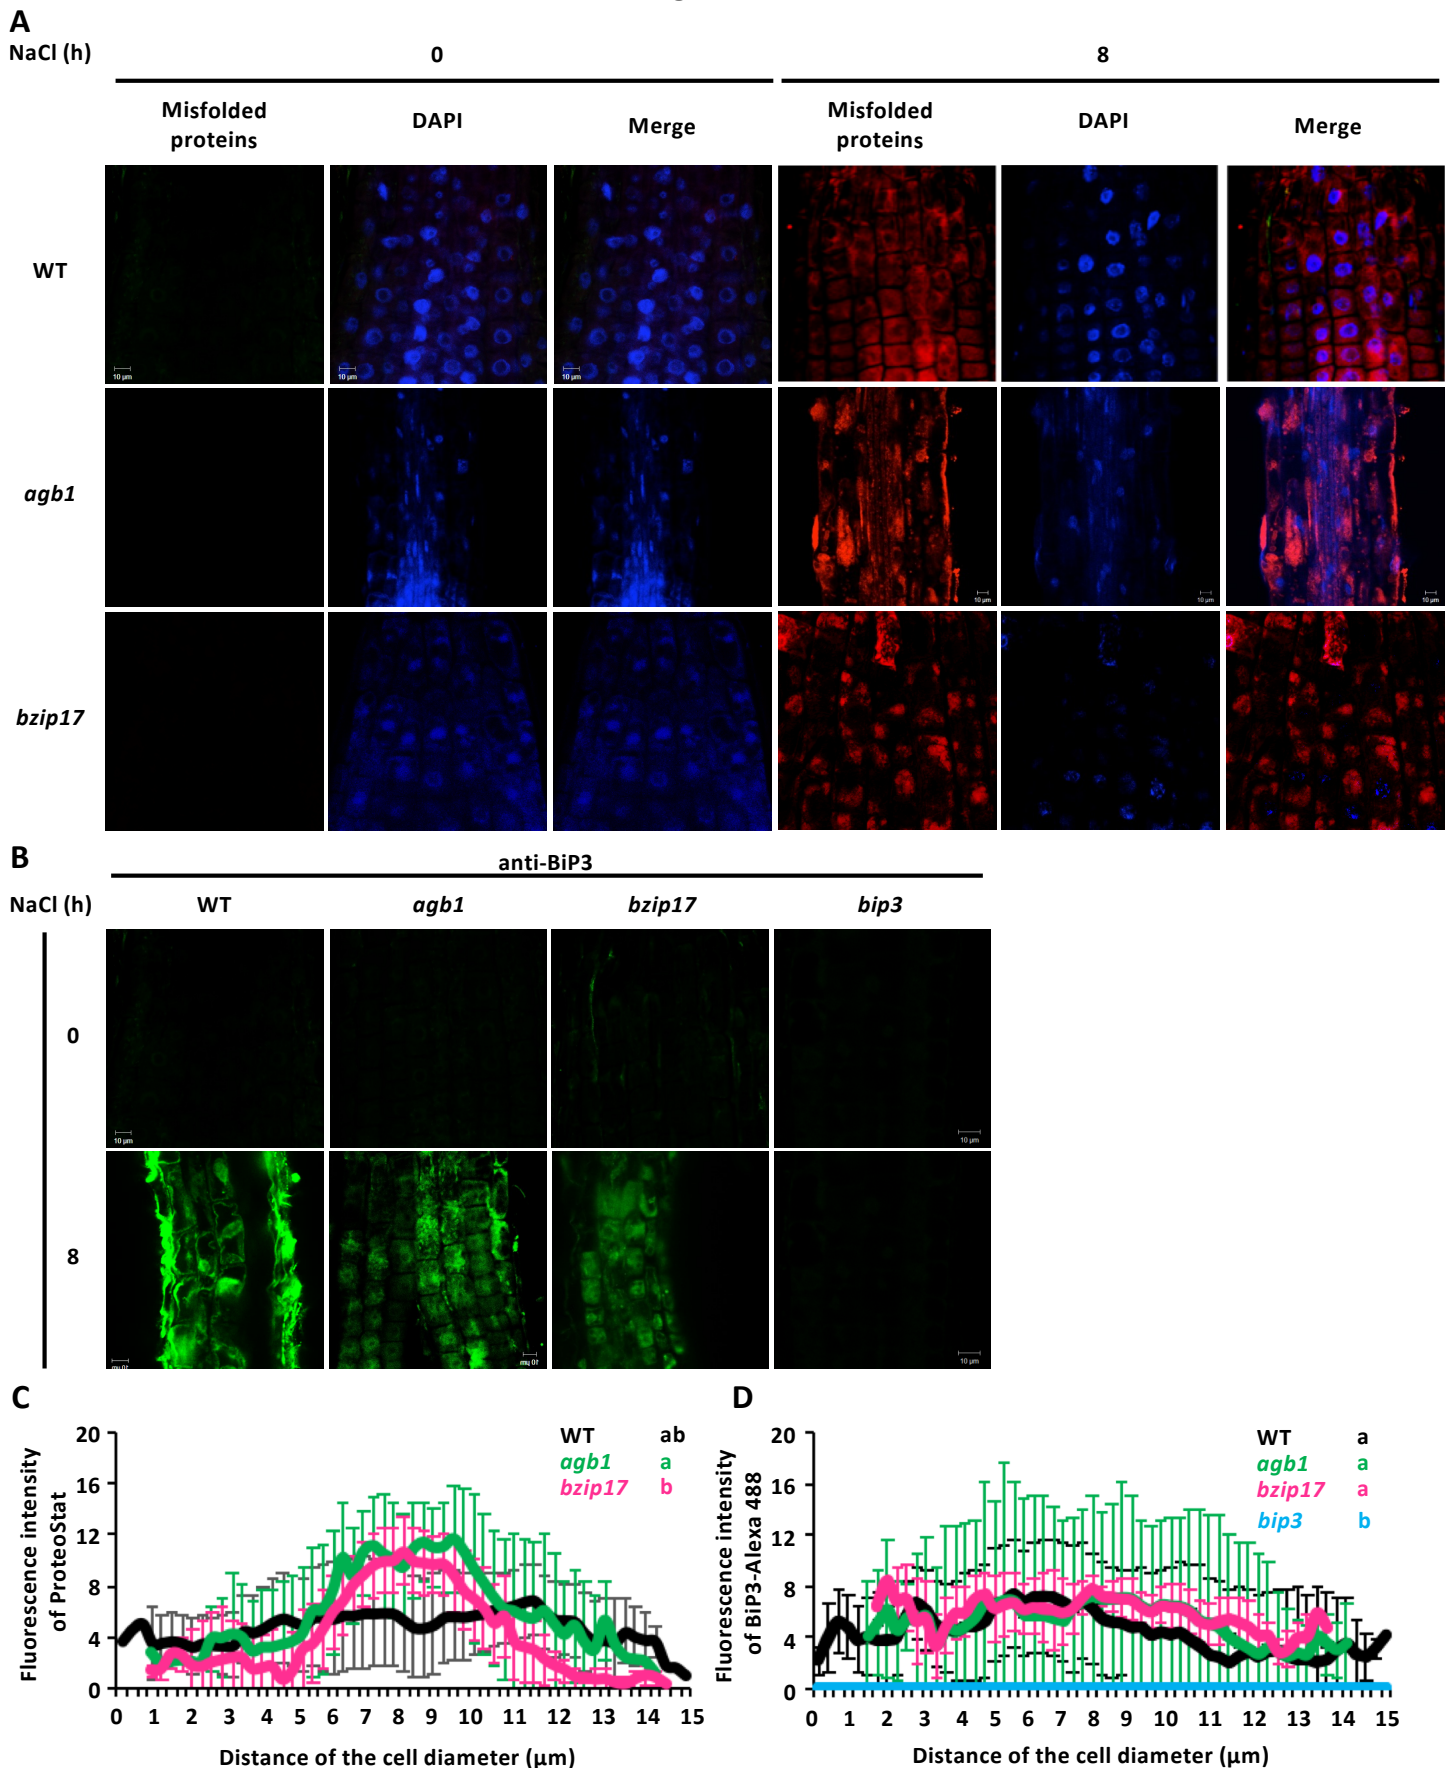

### Supplemental Figure 9. Detection of misfolded proteins and ER chaperone BiP3 in salt-stressed roots.

Detection of misfolded proteins using high salinity treatment in meristemic zone of roots. Seven-day-old WT, *agb1*, *bzip17*, *bip3* were treated with 150 mM NaCl for 8 h. The misfolded proteins were detected by Aggresome dye ProteoStat (Red), the nuclei localizations were confirmed by DAPI staining (Blue), and merged images (Merge). (B) BiP3 localization detected by immunohistochemistry with anti-BiP3 antibodies (Green). Quantification analyses of aggresome staining (A) or BiP3 detection (B) to be line chart as (C) or (D) respectively.

Figure S10

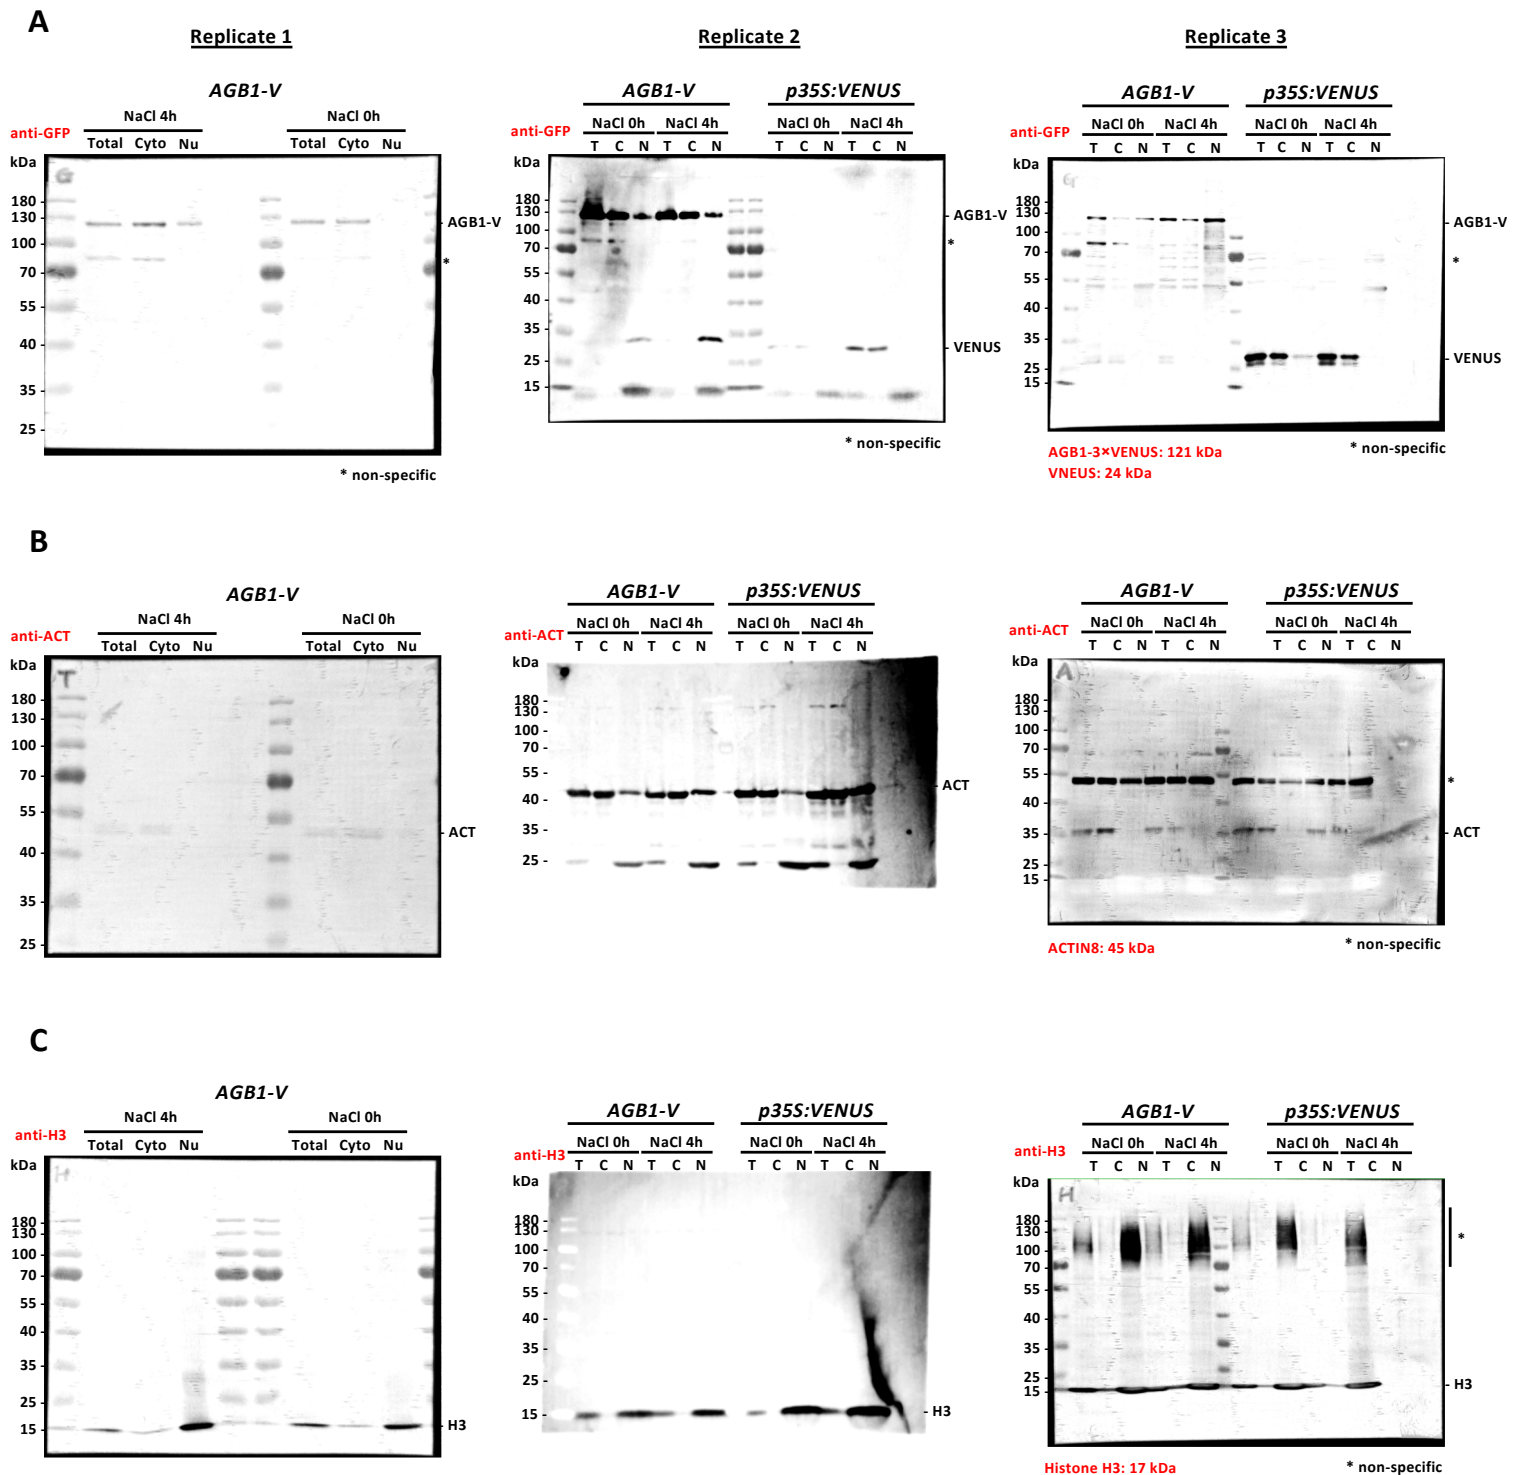

**Supplemental Figure 10. Original images of immunoblot anti-GFP, anti-ACT8 and anti-Histone H3.**

The original images of immunoblots against GFP (for VENUS, **A**), ACTIN8 for cytosolic fractions (**B**) and Histone H3 (**C**) for nuclear fractions with replicates using 7-d *agb1-3 pAGB1:AGB1-Venus* (AGB1-V) and *p35S:VENUS* seedlings after 0- or 4-h of 150 mM NaCl treatment. Three replicates showed full length membranes, with membrane edges visible. The third replicate was used to prepare images showed in Fig. 2C. The size of anti-GFP blot was showed without crop further to cover both AGB1-V (121 kDa) and VENUS (24 kDa). For both anti-ACT8 and anti-H3 blots, the images were cropped from original one as displayed here.

Figure S11

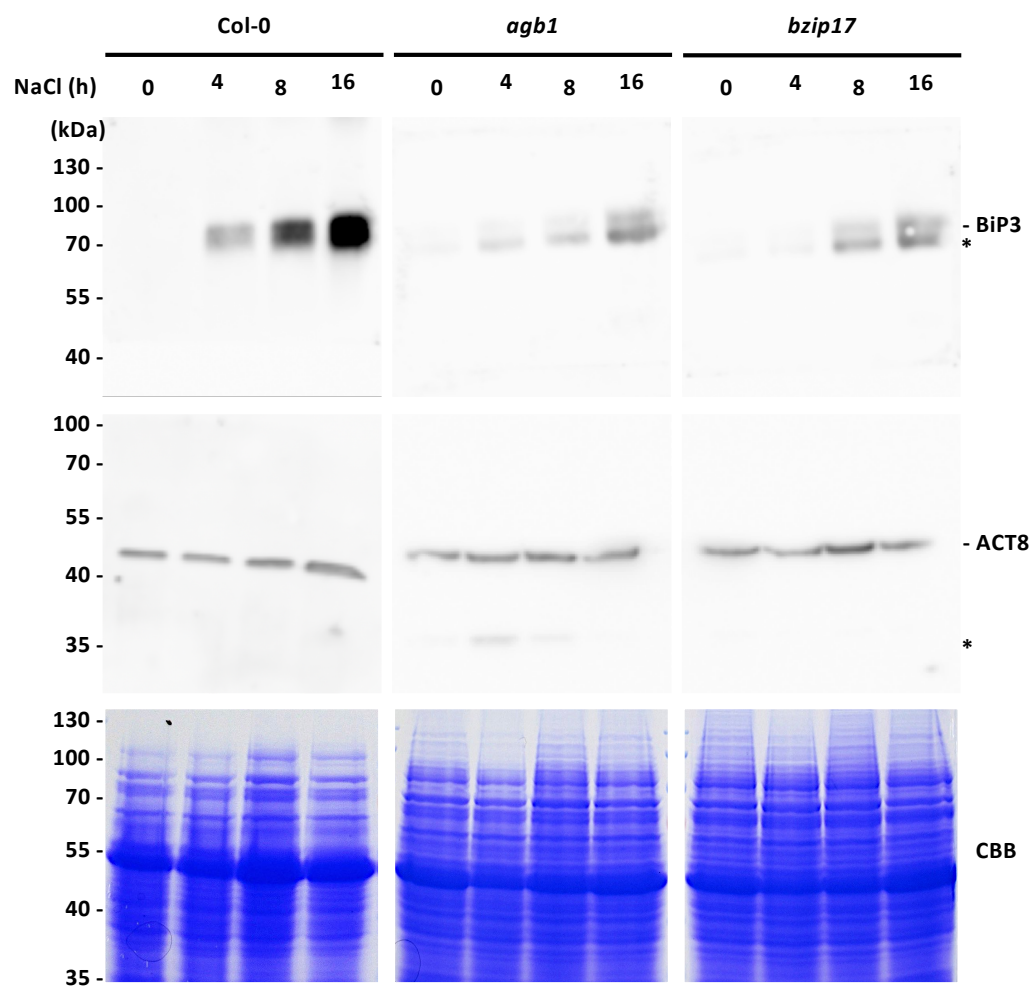

**Supplemental Figure 11. Accumulation of BiP3 proteins by salt stress treatment.**

Immunoblot analysis of BiP3 protein in WT, *agb1*, and *bzip17* seedlings in response to high salinity. (A) Total protein was extracted from 7-day-old seedlings treated with 150 mM NaCl for 4 h, and subjected to immunoblot analysis for BiP3 protein (top panel), ACT8 protein (middle panel), and CBB staining (bottom panel).

Figure S12

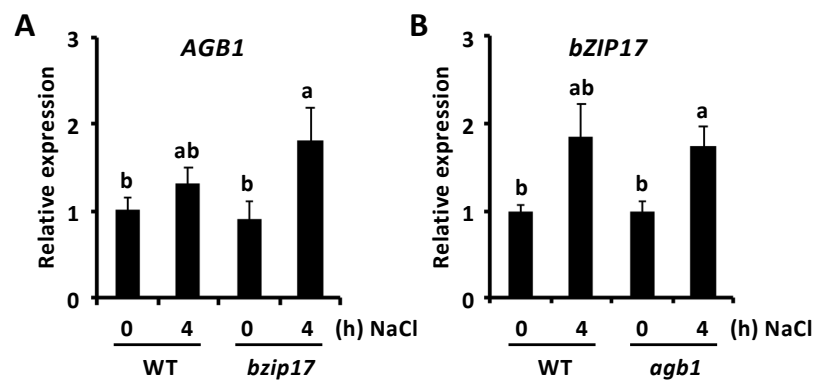

**Supplemental Figure 12. *AGB1* and *bZIP17* expressions in *agb1* and *bzip17* mutants under high salinity.**

(A) Quantitative RT-PCR analysis of 7-day-old WT, *agb1* or *bzip17* seedlings with 0 or 4 h of 150 mM NaCl treatment. The *AGB1* and *bZIP17* expressions were normalized to *ACTIN2* and average *AGB1* or *bZIP17* expression level under normal condition was set as 1. Data were mean  $\pm$  SD of three biological replicates. Data with different letters represent significant differences [one-way ANOVA at  $P < 0.05$ ].

Supplemental Figure S13

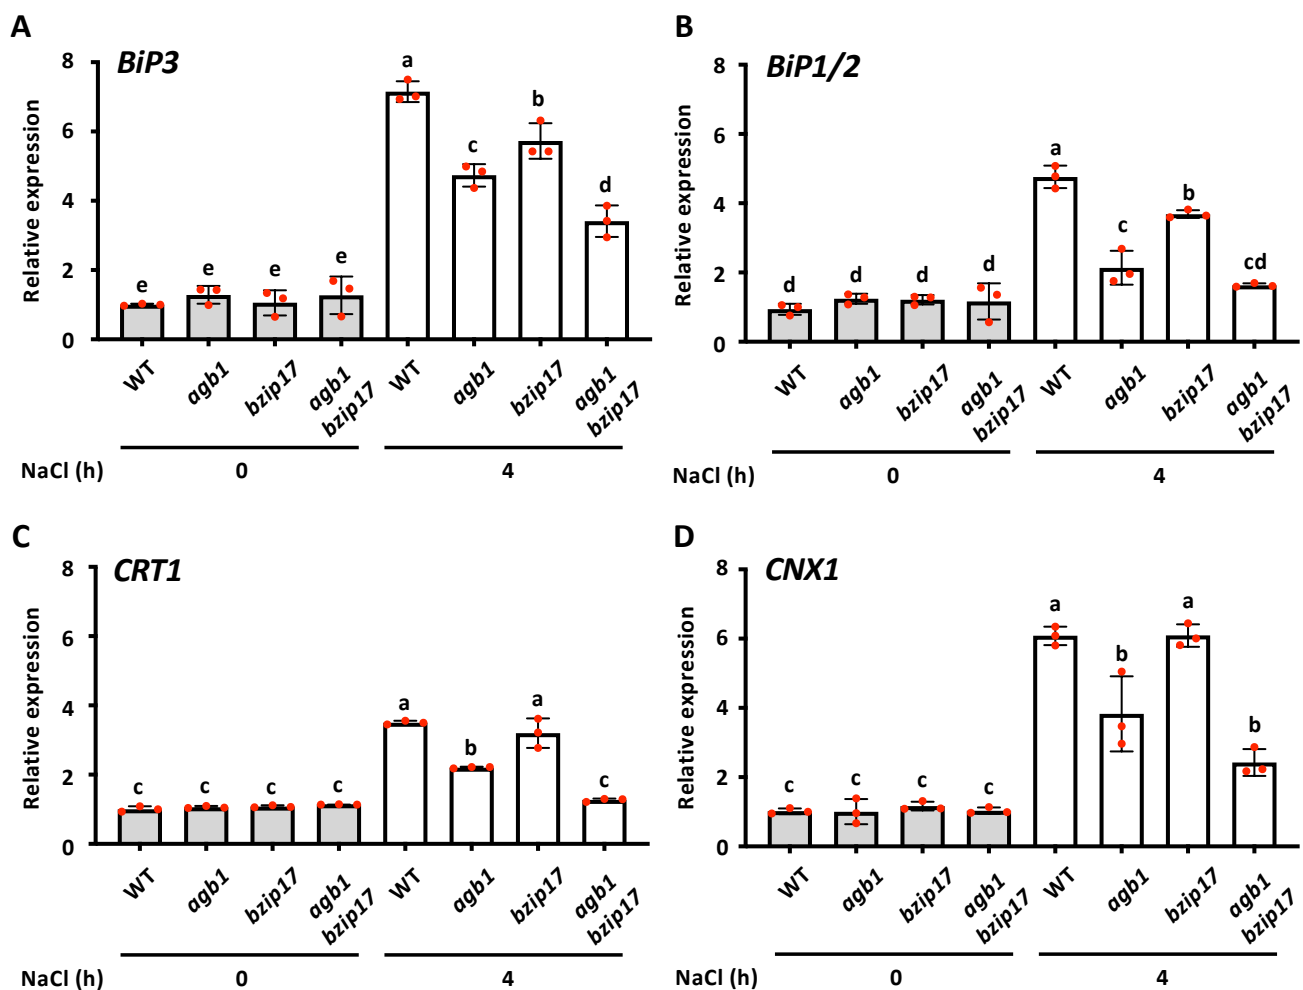

**Supplemental Figure 13. Salt stress induction of UPR genes in the *agb1 bzip17* double mutant.**

RT-qPCR analysis of the expression of the UPR genes (A) *BINDING PROTEIN 3* (*BiP3*), (B) *BINDING PROTEIN 1 and 2* (*BiP1/2*), (C) *CALRETICULIN 1* (*CRT1*) (D) *CALNEXIN 1* (*CNX1*) in wild-type (WT), *agb1*, *bzip17* single mutants and *agb1 bzip17* double mutant plants in response to salt stress. Seedlings were grown on 1/2 MS agar plates for 7 days, and then transferred to 1/2 MS liquid medium containing 150 mM NaCl for the times indicated. The expression of the WT sample at 0 hour set to 1. Three technical replicates averaged data in the same run, and three biological replicates in separate runs were shown in mean  $\pm$  SD. Data with different letters represent significant differences [one-way ANOVA at  $P < 0.05$ ].

Figure S14

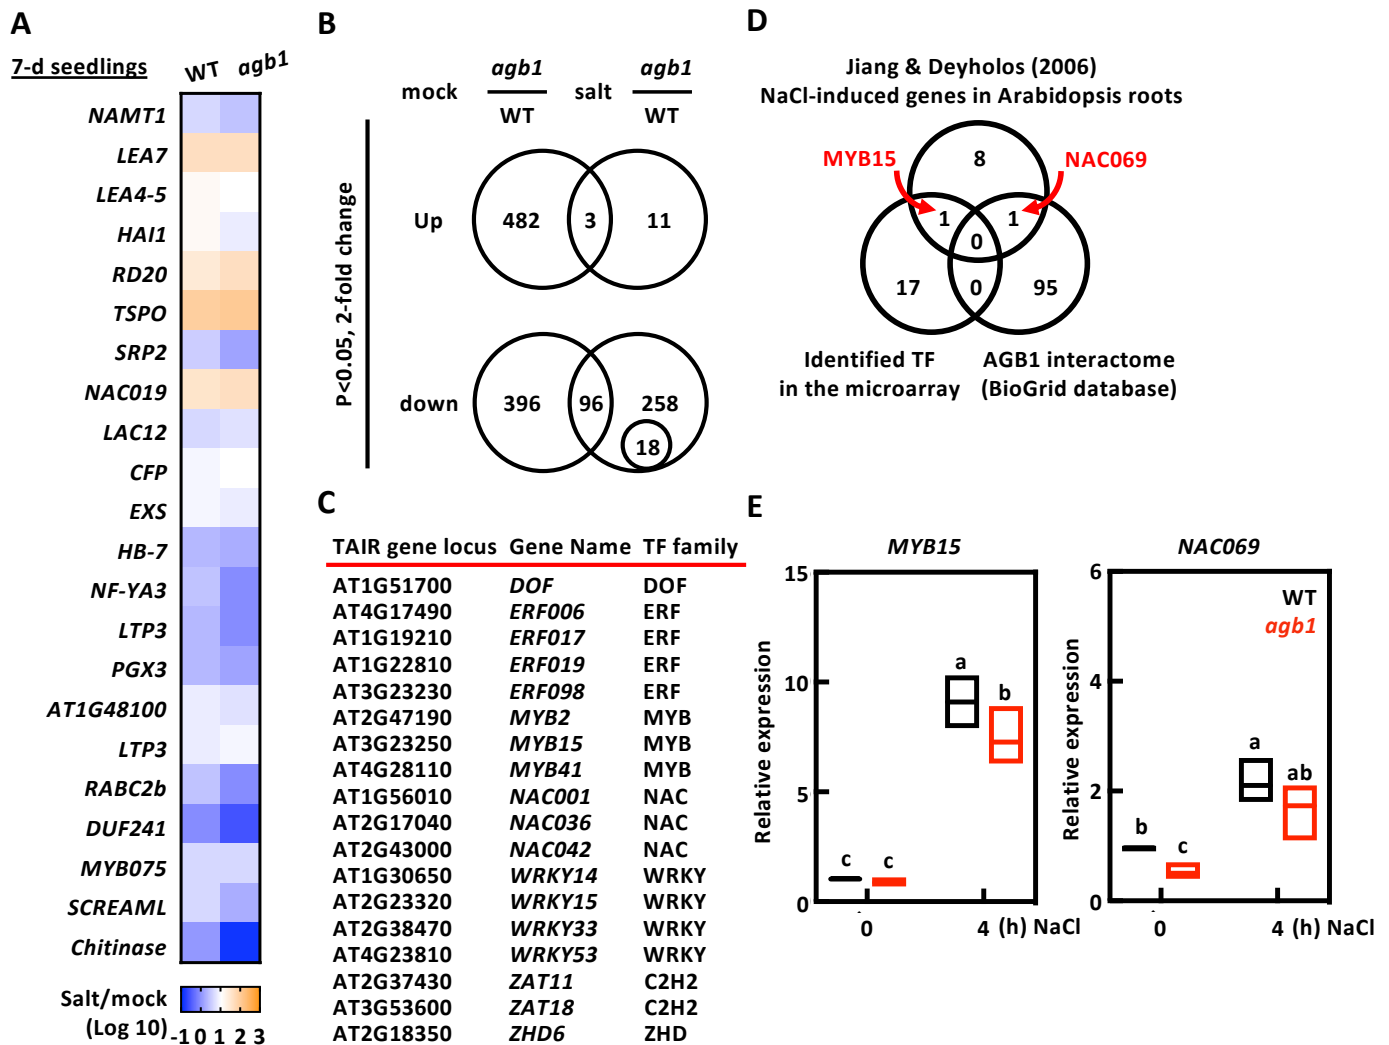

### Supplemental Figure 14. Schematic representation of AGB1-mediated salinity response through bZIP17 signaling in Arabidopsis roots.

(A) Twenty two bZIP17-mediated salt stress responsive genes were selected from Liu *et al.*, (2007) and their expressions under salt stress in 7-day-old WT or *agb1-3* (*agb1*) mutant were shown as heatmap. Whole seedlings were collected after 0 (control) or 4 hours (salt) of 150 mM NaCl treatment for microarray analysis. The Log10 values indicated the means of the ratio of the representative transcripts under salt stress (4-h) comparing the mock condition in WT or *agb1* mutant from three independent replicates. (B) The AGB1-regulated salt responsive genes were identified by intersection of *agb1*/WT between control and salt condition. 

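At 0 h, 777 genes were at least 2-fold lower in *agb1* than in WT roots at an unadjusted p below 0.05 and 746 were higher, and 231 and 111 of them passed an adjusted p of 0.05. Over the alternatives set in advance other than leaving out an array the 231 lay between 5 and 478 and the 111 between 2 and 457, lowest with the normexp background correction and highest with only the 2 groups compared. The 231 became 38, 58 and 34 without WT 0 h replicate 1, 2 and 3. The 111 became 10, 17 and 11 without the same arrays, 73 and 216 without WT 4 h replicate 2 and 3, and 189 and 70 without *agb1* 4 h replicate 1 and 2. With the normexp background correction 1508 genes were lower and 248 higher, and that correction moved the median of all genes at 0 h from 0.00 to -0.25. The largest increases by the rule of the named genes were in *HB-12* (AT3G61890; log2 difference 4.07, standard error 0.51, adjusted p = 0.0105), AT2G27535 (3.90) and AT4G22214 (3.73). The largest decreases were in *SRO4* (AT3G47720; -3.76, standard error 0.75, adjusted p = 0.0441), AT1G06135 (-3.61) and AT5G08670 (-3.56). With the normexp background correction or slide as a fixed block only AT5G08670 among these 6 genes passed an adjusted p of 0.05. Of the 6 only AT5G08670 passed an adjusted p of 0.05 without WT 0 h replicate 1 or 3, 3 passed without WT 0 h replicate 2 or *agb1* 0 h replicate 3, and 5 without WT 4 h replicate 1 or 2 or *agb1* 4 h replicate 3. Of the lower genes 109 were lower at both time points, compared with 19.6 expected if the lists were drawn independently from the 25207 genes, and of the higher genes 81 were shared, compared with 8.94. This left 526 genes that passed the thresholds of a decrease at 4 h and not at 0 h. Passing at one time point only does not test a difference between them.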

The up- or down-differential expression genes (DEG) were selected by two-fold differences ( $P < 0.05$  threshold for total genes in parentheses). (C) The salt stress responsive transcription factors from the down-DEG group of the *agb1*/WT under salt condition. 

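All 18 loci printed in Fig. S14C were tested, and each had a lower log2 signal in *agb1* than in WT roots at 4 h, with differences from -2.79 in *ZAT11* (AT2G37430) to -0.56 in *NAC1* (AT1G56010). The unadjusted p was below 0.05 for all 18, and 12 of them were at least 2-fold lower. After adjustment 8 were at least 2-fold lower, among them *NAC036* (AT2G17040, -2.70), the gene the files name *TDR1* and the figure ERF098 (AT3G23230, -2.70) and *MYB41* (AT4G28110, -2.31). Salt stress raised 10 of the 18 at least 2-fold in WT at an adjusted p below 0.05. The median log2 change of the 18 was 1.12 in WT and -0.35 in *agb1*. The interaction was below 0 for 15 of the 18, past an unadjusted p of 0.05 for 11 of them and past an adjusted p of 0.05 for 2. These loci were chosen by the authors as lower in these arrays.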

(D) Venn diagram of selected ten genes from microarray and confirmed by RT-qPCR in Jiang & Deyholos (2006), identified 18 TFs with lower salt stress induction in *agb1* seedlings in our study (C), and 96 AGB1 interactors reported in the BioGrid database (<https://thebiogrid.org>). The overlap genes *MYB15* and *NAC069* were highlighted in red. (E) RT-qPCR analysis of 7-day-old WT (black) and *agb1* (red) seedlings with 0 or 4 h of 150 mM NaCl treatment. The *MYB15* (left) and *NAC069* (right) expressions were normalized to *ACTIN2* and average of each gene expression level under normal condition was set as 1. Data were mean  $\pm$  SD of three biological replicates. Data with different letters represent significant differences [one-way ANOVA at  $P < 0.05$ ].

Figure S15

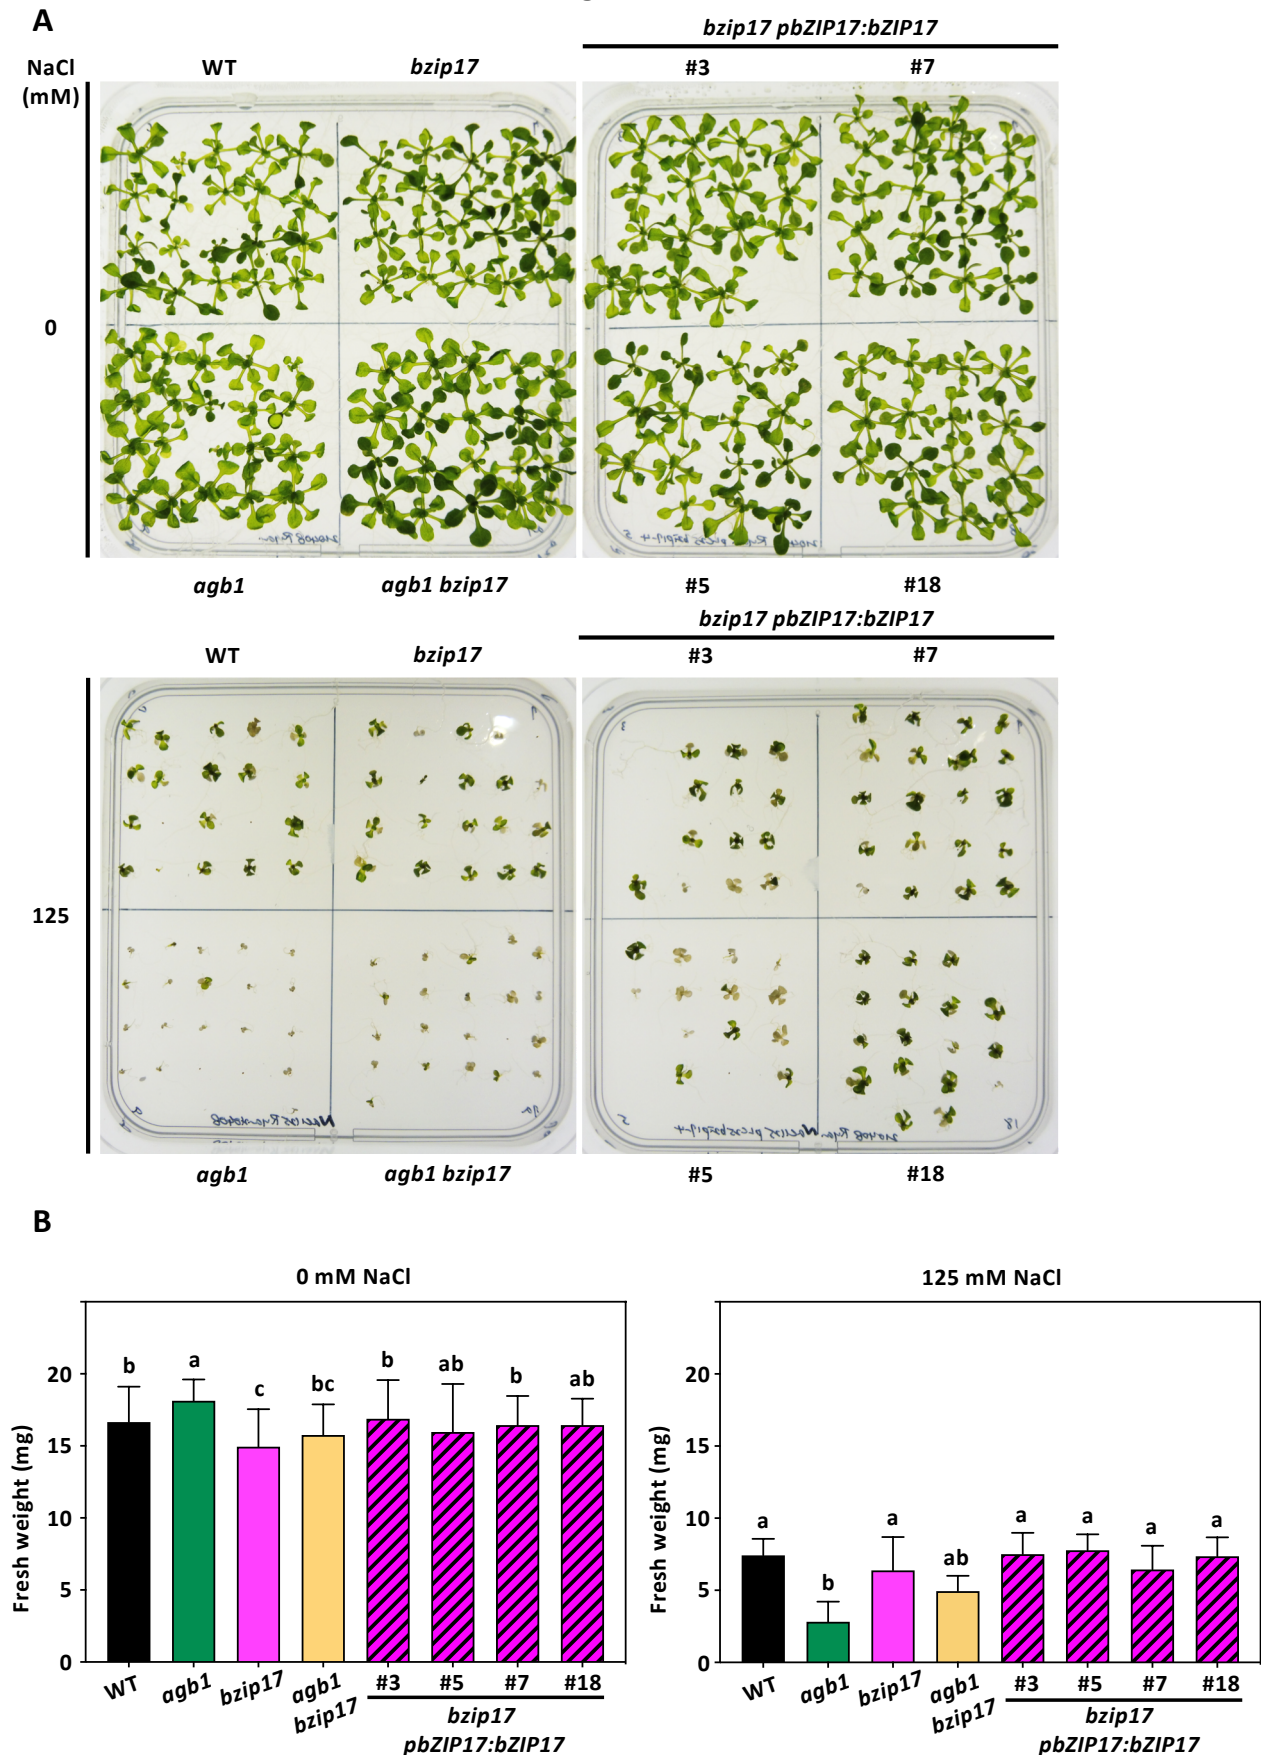

**Supplemental Figure 15. Additional bZIP17 genomic DNA complementation lines are biological functioned for seedling growth.**

Representative images (A) of 14-day-old WT, *agb1*, *bzip17*, *agb1 bzip17* mutants, and *bzip17* pbZIP17:*bZIP17* complementation lines were grown on ½ MS containing NaCl with indicated concentration to induce salt stress. (B) Representative plots for fresh weight of 14-day-old seedlings grown on 0 (left) or 125 mM NaCl (right) were measured individually with three biological experiments (n=20) and shown as mean+SD. Data with different letters represent significant differences [one-way ANOVA at P < 0.05].

Figure S16

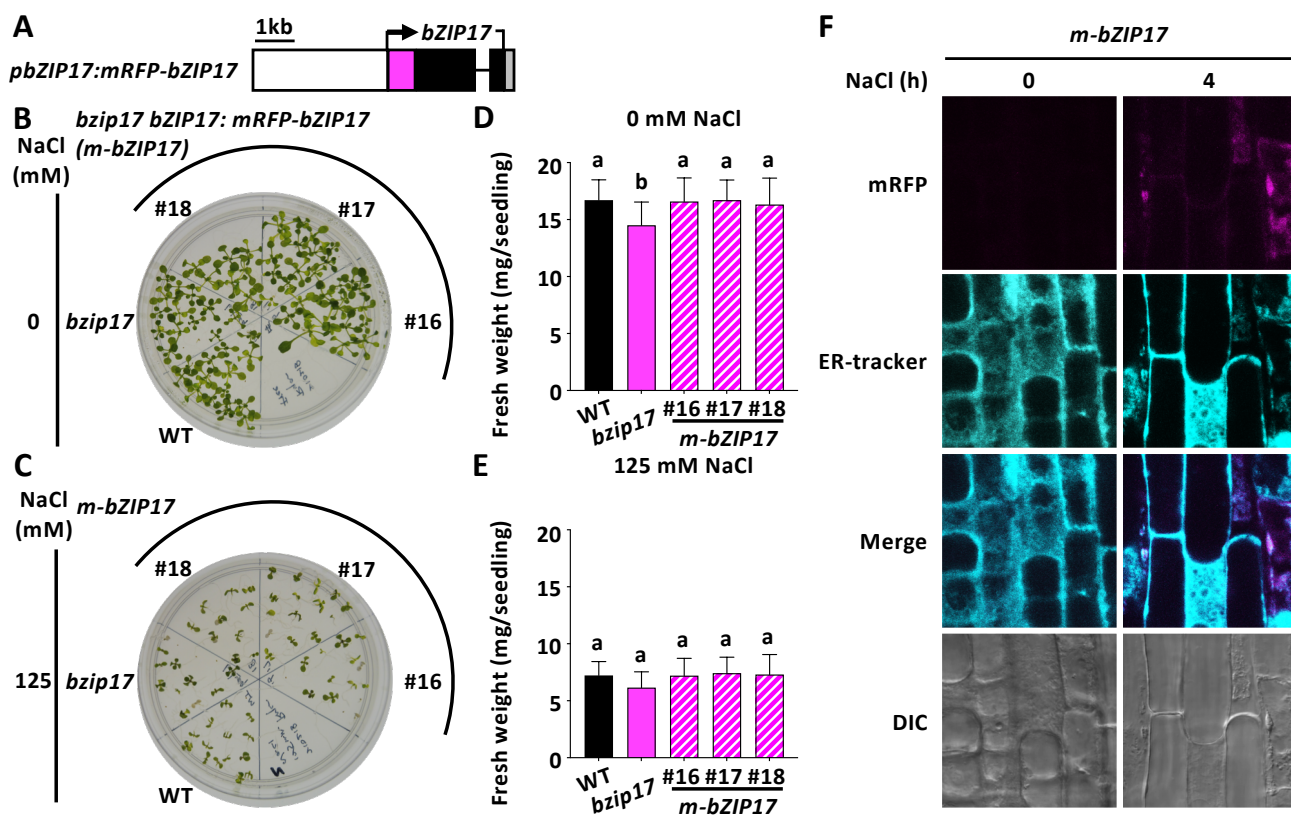

**Supplemental Figure 16. Salinity tolerance and subcellular localization of transgenic mRFP-bZIP17 plants.**

(A) The gene structure of the genomic *bZIP17* fragment with N-terminal fusion of mRFP reporter after ATG start codon. White box as the promoter, black boxes as two exons, black line as intron, gray box as 3'UTR and pink box as mRFP reporter. Representative images (B, C) of 14-day-old WT, *bzip17* mutants, and *bzip17 pbZIP17:mRFP-bZIP17* (m-bZIP17) complementation lines #16, #17, #18 were grown on ½ MS containing NaCl with indicated concentration to induce salt stress. (D, E) Representative chart for fresh weight of 14-day-old seedlings grown on 0 (up) or 125 mM NaCl (down) were measured individually with three biological experiments (n=15) and shown as mean+SD. Data with different letters represent significant differences [one-way ANOVA at  $P < 0.05$ ]. (F) Subcellular localization of mRFP-bZIP17 in root of 7-day-old m-bZIP17 plants. Fluorescence of mRFP-bZIP17 (pink) and staining of the endoplasmic reticulum by ER-tracker in the treatment of 150 mM NaCl for 0 or 4 hours. Co-localization signals of mRFP-bZIP17 and staining dye were shown in the merge images as purple colors in the bottom panel. Differential interference contrast (DIC) images to show cellular structures. Scale bars equal to 10  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

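Roots of 7-day-old WT and *agb1* seedlings at 0 h and 4 h of 150 mM NaCl were measured on Agilent single-colour expression arrays, 3 arrays per group. For each array the authors deposited the Feature Extraction output (version 10.7.1.1), from which the processed signal, an intensity that the software had corrected for background and that is not scaled between arrays, was read for 43803 spots of 43603 probes. Where an alternative needed values before background correction, the median spot intensity and the median background intensity that the authors deposited were used, since the files hold no mean spot intensity. No read counts are involved, and the authors' own normalized values were not used here. Of their lists of genes, those printed in Fig. 3A and Fig. S14C were used, only to choose genes to report.

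The log2 of the processed signal minus the 75th percentile of each array was computed in R 4.3.3, after control spots and spots marked as outliers were left out, and spots of one probe were averaged. The outlier spots numbered 2 to 28 per array. Probes were matched to loci through the accessions in the files and a table of RefSeq gene names for assembly TAIR10.1, and 34358 probes matched 25433 loci. The array annotation is older than that assembly, so that no coordinates are given. A probe was kept when it was well above background on every array of at least 1 group. Of several probes of a gene, the one with the highest mean was used, which concerned 6116 genes, and a probe without a locus was kept under its own name. This gave 25207 genes, of which 20562 had a locus. Between 74.1% and 76.1% of the spots of an array were well above background.

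Before averaging, replicate arrays were compared with each other. The spread between replicates 1 and 2 of *agb1* at 0 h lay below that from repeated spots, as for no other *agb1* pair. These 2 arrays were therefore averaged and counted as 1 sample. The spreads compared are unlike measures, a median absolute deviation over bright probes and the root of a mean variance over repeated probes. The paper states 3 independent replicates, and the model had been fixed on 12 arrays before the data were examined. The model of 11 samples was fitted in limma 3.58.1 (lmFit and eBayes) with 4 group means, and gave the salt response in WT and in *agb1*, the difference between *agb1* and WT at 0 h and at 4 h, and the interaction, which is the salt response in *agb1* minus that in WT. For *agb1* against WT the thresholds of the legend of Fig. S14B were used (an unadjusted p below 0.05 and a change of at least 2-fold), with the count after Benjamini-Hochberg adjustment beside it. Salt responses were counted at an adjusted p below 0.05 and at least 2-fold, and interactions at an adjusted p below 0.05. Adjusted p-values are limma's with Benjamini-Hochberg adjustment over all genes tested. Sets of genes were tested with limma's camera (correlation 0.01) and fry.

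The model was tested on simulated data with 200 changed genes among 25170. Of the 100 genes changed at least 4-fold, it recovered 87 for the salt response in WT, 83 for that in *agb1*, 89 and 85 for *agb1* against WT at 0 h and 4 h and 65 for the interaction, with 5 to 7 other genes called after adjustment. At an unadjusted p below 0.05 and a change of at least 2-fold it called 237 to 517 unchanged genes per comparison. The simulated noise was drawn independently for each gene and array, so that arrays that deviate together at 4 h were not simulated.

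The arrays lay on 4 slides with a scan each. Slides 1, 2 and 4 held arrays of 4, 3 and 4 groups and slide 3 held WT 0 h replicate 2 alone. The correlation across genes of the deviations from the group means was computed for arrays with the same replicate number. It was between 0.35 and 0.58 for all 3 pairs of WT and *agb1* at 4 h, which share their slides, so that the numbers pair those samples. It was between -0.197 and -0.00333 for WT and *agb1* at 0 h, between 0.09 and 0.21 for the salt response in WT and between -0.10 and 0.11 for that in *agb1*, where the numbers do not pair the samples.

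The genes named for these arrays were those the text names, with *AGB1* and *bZIP17*, tallies of the genes printed in Fig. 3A and Fig. S14C, and the genes with the largest changes past an adjusted p of 0.05, well above background on every array and without overlap between the groups (for the interaction, with the same sign in every replicate number). These were 5 in each direction for 4 h and the interaction and 3 for 0 h and the salt response in WT. Lists of ABA and osmotic stress genes, photosynthesis genes, low-oxygen genes, morning and evening clock genes and unfolded protein response genes were written from gene names in advance and gave 30 set tests.

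The alternatives set in advance were normexp background correction with an offset of 50, quantile normalization, median scaling, the 75th percentile over probes well above background on all arrays, 2 other filters on dim probes, 2 other rules for probes of a gene, replicate and slide blocks, a fit without moderation, moderation with an intensity trend, only the groups compared, array weights, outlier spots kept and each array left out in turn. Taking the 12 arrays as 12 samples, averaging WT 0 h replicates 1 and 2 as well, and the 4 h arrays alone with the replicate block were added after the data had been seen, as was the exchange of genotype labels within 4 h pairs. Figures were drawn with matplotlib 3.10.9.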

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

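The tests of scaling, of the air supply of the seedlings and of genotype labels exchanged within pairs were chosen only after the results had been seen. The tests with genotype labels exchanged within each time point and of a mislabelled or untreated *agb1* sample were set before their results were known.

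The salt response differed between *agb1* and WT roots in the test of the difference itself. The interaction passed an adjusted p of 0.05 for 45 genes, its mean over the 5 genes that the text names and that were tested was -1.87, its median over the genes induced by salt in both genotypes together was -0.61, and its median over the ABA and osmotic stress genes was -1.14. Over the 4 of the text's genes that were well above background on an array of every group, without *RD20*, the mean was -2.26, over 991 such genes among the induced ones the median was -0.60, and over 13 of the ABA and osmotic stress genes, without *COR15A*, it was -0.94. With the normexp background correction the median of the induced genes was -0.51 and did not pass in fry, while the median of all genes moved from 0.05 to 0.35. A mislabelled or untreated *agb1* 4 h sample is argued against, since the lowest *agb1* 4 h sample had a median rise of the ABA and osmotic stress genes of 1.79 above WT at 0 h, compared with at most 0.68 in the *agb1* 0 h samples. Scaling between arrays is argued against as well: with quantile normalization, median scaling and the 75th percentile of probes well above background, the median interaction of the induced genes nearest 0 was -0.57, and each passed an unadjusted p of 0.05 in limma's fry. Chance is not excluded by the test set in advance. When genotype labels were exchanged within each time point, 6 of 100 drawn splits, the real one included, gave 45 or more genes, and 7 of 100 gave a median interaction of the induced genes as far from 0. Those splits also broke the pairs of samples that deviate together at 4 h. With 4 h labels exchanged only within the pairs, 2 of 80 splits, the real one included, gave as many genes. The other of the 2 gave 1187, and it kept the 0 h labels and exchanged all 4 h labels. It therefore compares the genotypes over both time points and not their salt responses. A median as far from 0 came from 4 of 80, which does not exclude chance for the median. Exchanged labels assume no difference between the genotypes at either time point, so that differences apart from the salt response also enter the splits. Neither of the 2 tests can therefore decide on chance for the interaction, which stays open for the count and the median. The values also depend on single arrays. The 45 genes became 3, 4 and 2 without WT 0 h replicate 1, 2 and 3, 88 and 22 without WT 4 h replicate 1 and 2, 117 without *agb1* 0 h replicate 3, and 6 and 16 without *agb1* 4 h replicate 2 and 3. Without *agb1* 0 h replicate 3, which leaves 1 sample in that group that is assumed to vary like the others, the median interaction of the induced genes was -0.0162 and did not pass in fry, and 1033 of the 1332 genes then called induced were among the 1216. Over the same 1215 genes it was between -0.74 and -0.41 with each array left out, and -0.46 without that array, again not passing. Each array left out kept the mean over the text's genes between -2.24 and -1.57 and the median over the ABA and osmotic stress genes between -1.33 and -0.90, with adjusted p of 4.4e-06 at most for the latter. Part of the difference was present before salt, with the ABA and osmotic stress genes higher in *agb1* at 0 h by a median of 0.58 (adjusted p = 3.3e-04 in camera and 0.0518 in fry; 12 of 14 genes) and lower at 4 h by -0.35 (adjusted p = 0.00102 in camera and 0.176 in fry; 12 of 14 genes). A weaker response because of the genotype, a higher level in *agb1* roots before treatment because of the genotype or of how these samples were raised, and chance all stay open.

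The 12 low-oxygen genes, which the paper does not discuss, were lower in *agb1* than in WT roots at 0 h by a median of -1.42, with all 12 genes lower (adjusted p = 7.2e-08 in camera and 0.0432 in fry). The *agb1* samples had medians of -2.07 and -1.10 relative to WT, and the WT arrays lay between -0.11 and 0.08. At 4 h the median was -0.52, again with all 12 lower (adjusted p = 5.9e-04 in camera and 0.303 in fry). Scaling between arrays is argued against, since the value nearest 0 under the other 3 scalings was -1.42. With each array left out in turn it stayed between -2.07 and -1.36. A difference in air supply between the seedlings of each genotype at harvest cannot be told apart from an effect of the genotype by the median of -1.42, because each sample holds seedlings of 1 genotype and the labels give no order of harvest.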

How the results depend on the processing

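The settings 12 arrays as 12 samples, WT 0 h replicates 1 and 2 also as 1 sample and the 4 h arrays alone with the replicate block were chosen only after the data had been seen. Cause is named below only where the construction of a setting shows it, and otherwise the cause was not tested.

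Values were compared by their side of the threshold, by their direction only where either value passed it, and for counts within 1.5 times. By this rule 444 of 485 values of the main results were the same over all alternatives other than leaving out an array. The mean interaction of the text's genes stayed between -2.26 and -0.53 over those set beforehand, and the ABA and osmotic stress genes kept their calls in camera in all of them, while in fry their values at 0 h and 4 h did not pass in the main setting.

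The normexp background correction moved most. It moved the median of all genes by up to 0.30 (from 0.05 to 0.35 for the interaction) and gave 895 genes changed by salt in WT and 18 in *agb1*, 1508 lower and 248 higher genes at 0 h, 223 lower and 183 higher genes at 4 h, 40 shared lower genes and 0 genes in the interaction after adjustment in limma, where the main setting had 45 after adjustment and 3118 at an unadjusted p below 0.05. With it the median interaction of the induced genes was -0.51 and that of the low-oxygen genes in WT was a change of -1.08, neither past its threshold any more, and the interaction of AT5G22545 changed sign to 0.11. With it these passed the threshold: the unfolded protein response genes in *agb1* (-0.22) and in the interaction (-0.14), the photosynthesis genes at 4 h (0.14) and the morning clock genes in WT (0.15).

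With array weights, whose fit stopped before it converged, 4106 genes changed with salt in WT and 167 in *agb1*, 545 were higher at 4 h and 224 passed in the interaction. Without a filter on dim probes 498 genes were higher at 4 h and the morning clock genes in WT passed (0.71). With only probes well above background on all arrays, which tests fewer genes, 184 were higher at 4 h and 21 passed in the interaction. With every probe as its own gene the photosynthesis genes at 4 h passed at -0.00749, against 0.03 in the main setting, and the morning clock genes in WT passed (0.63). With an intensity trend 70 genes passed in the interaction. Without moderation 135 changed in *agb1* and 0 passed in the interaction. With slide as a fixed block, which leaves fewer degrees of freedom, 1135 changed in WT, 97 in *agb1* and 0 passed in the interaction, and the morning clock genes passed in WT (0.94) and *agb1* (0.67). With slide as a random block the correlation was -0.00696 and no count moved by over 1.5 times. With only the groups compared 54 genes changed in *agb1* and the morning clock genes in WT passed (0.71); that fit gives no interaction.

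With the replicate block 239 genes changed with salt in *agb1* and 29 passed in the interaction. The numbers pair only the 4 h samples, and in the 4 h arrays alone with that block the counts of lower and higher genes were 676 and 336. The block changed no other call among the main results.

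With the 12 arrays as 12 samples 1397 genes changed in *agb1*, 261 passed in the interaction and the morning clock genes in *agb1* passed (0.84). With WT 0 h replicates 1 and 2 also as 1 sample the counts were 233 and 2.

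With each array left out in turn, 299 of 324 values of the main results were the same by the rule given for the alternatives. The salt-changed genes were between 1538 and 2722 in WT and between 132 and 860 in *agb1*, the higher genes at 4 h between 237 and 522 and the genes in the interaction between 2 and 117. The median interaction of the induced genes was between -0.95 and -0.0162, nearest 0 without *agb1* 0 h replicate 3, where the induced genes were selected again. The photosynthesis genes at 4 h were between -0.34 and 0.42, the low-oxygen genes in *agb1* between -0.50 and 0.27, and the morning clock genes between 0.38 and 0.84 in WT and between 0.35 and 1.35 in *agb1*. The lower genes stayed between 700 and 1130 at 0 h and between 600 and 883 at 4 h.

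Of 1473 values for single genes, counts after adjustment and the tallies of Fig. 3A and Fig. S14C under the alternatives, 1292 were the same, 132 were weaker, 17 stronger, 31 moved and 1 was reversed. With 1 array left out 849 of 984 were the same, 109 weaker, 8 stronger and 18 moved.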

Differences from the paper's values

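The paper reports 372 genes lower in *agb1* than in WT roots at 4 h, and 635 were lower here. Of 28 alternatives set in advance, the count with only probes well above background on all arrays (465) and the count without moderation (552) were within 1.5 times the paper's value, and the other 26 were not; the normexp background correction gave 223.

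Fig. S14B gives about 14 genes higher in *agb1* at 4 h, read by eye, and 302 were higher here. None of the 28 alternatives came within 1.5 times of it. After adjustment, the 4 h arrays alone with the replicate block, chosen after seeing the values, gave 5 higher genes, and the main setting 89.

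The paper shows about 490 genes higher in *agb1* at 0 h in Fig. S14B, read by eye, and 746 were higher here. Quantile normalization (700), median scaling (721), only probes well above background on all arrays (569), slide as a fixed block (637), no moderation (590) and 5 of the fits with an array left out (each WT 0 h array, WT 4 h replicate 2 and *agb1* 4 h replicate 2) were within 1.5 times, and the other 18 alternatives were not.

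It also shows about 490 genes lower in *agb1* at 0 h in Fig. S14B, read by eye, and 777 were lower here. Only probes well above background on all arrays (606), slide as a fixed block (641), no moderation (658) and leaving out each WT 0 h array (700 to 717) were within 1.5 times, and the other 22 were not.

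The paper gives *NAC069* as an overlap in a Venn diagram of the lower transcription factors, NaCl-induced genes and AGB1 interactors, and reports its lower expression in *agb1* after salt by RT-qPCR. In these root arrays its difference at 4 h was 0.09 (adjusted p = 0.934) with the brightest of its 3 probes and -0.26 and -0.08 with the others, and it did not pass an adjusted p of 0.05 in any setting run.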

Other observations

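The tests of the *RBCS* genes at 4 h, of replicates 1 and 2 of *agb1* at 0 h, of WT 4 h replicate 3 and of neighbouring genes were chosen only after the pattern had been seen.

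Other splits of the samples were tried for each count. Of 10 splits of the 6 WT samples, 1, the real one, gave as many genes changed by salt, and no other split gave any after adjustment in limma. Of 10 splits of the 5 *agb1* samples, 1 gave as many, again the real one. At 0 h 1 of 10 splits gave as many lower genes and 1 of 10 as many higher genes, with at most 214 and 176 in the other splits. At 4 h 1 of 10 splits gave 635 or more genes on one side, with at most 457 in the others, and 4 of 10 gave 302 or more. Among the 4 splits at 4 h that part all 3 pairs of replicates, as the real one does, the other 3 gave at most 75 genes on one side, while the splits that part 1 pair gave up to 457. With 10 splits the share cannot fall below 1 of 10, so that the splits cannot decide on chance for any of these counts.

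Less oxygen at 4 h than at 0 h, from immersion, is argued against as the source of the salt response of WT roots. The low-oxygen genes fell by 1.21 in the median in WT (10 of 12 genes, adjusted p = 0.0182 in camera and 0.147 in fry), and changed by -0.07 in *agb1* (adjusted p = 0.833 in camera). Less oxygen in WT roots at 0 h than at 4 h would also give a fall and is not excluded. Different harvest times of the 0 h and 4 h samples stay open. The 7 morning clock genes rose by a median of 0.71 in WT (adjusted p = 0.0699 in camera) and 0.58 in *agb1*, neither past an adjusted p of 0.05, each with all 7 genes higher, while the 6 evening clock genes went both ways in WT (median 0.02) and all rose in *agb1* (median 0.59, adjusted p = 0.0122 in camera and 0.147 in fry). Within *agb1* at 0 h the morning genes lay at -0.58 in replicates 1 and 2 and at 0.94 in replicate 3, relative to WT at 0 h. The evening genes were lower in *agb1* than in WT at 0 h by a median of -0.77 (5 of 6 genes, adjusted p = 0.0106 in camera and 0.147 in fry). Their median interaction was 0.81, with all 6 genes higher (adjusted p = 0.0130 in camera and 0.176 in fry). These values cannot tell harvest times that differed between the genotypes at 0 h apart from an effect of the genotype.

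The 17 photosynthesis genes were lower in *agb1* than in WT roots at 0 h by a median of -0.78 (16 of 17 genes; adjusted p = 1.9e-04 in camera and 0.157 in fry). Shoot tissue left on dissected roots in different amounts cannot be told apart from a difference between the roots at 0 h from this value of -0.78, because roots also have these transcripts and each sample is of 1 genotype. At 4 h the 4 *RBCS* genes, whose sequences are alike and whose probes might bind each other's transcripts, were lower by -1.40 to -1.26, while the 7 light-harvesting genes had a median of 0.15 and lay between -0.25 and 0.57, which argues against shoot tissue as the cause of the low *RBCS* values at 4 h.

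The 16 unfolded protein response genes had median changes with salt of -0.08 in WT (adjusted p = 0.930 in camera) and -0.18 in *agb1* (adjusted p = 0.512), and a median interaction of -0.07 (adjusted p = 0.653). Among those that the paper measured by RT-qPCR in seedlings, *BIP3* rose by 0.81 in WT and by 2.34 in *agb1*. Its interaction was 1.53 (adjusted p = 0.599 in limma). The others, *BIP1*, *BIP2*, *CRT1* and *CNX1*, had values below 0 in both genotypes and an interaction below 0. The gene *bZIP17* (AT2G40950) differed between *agb1* and WT by -0.24 at 0 h (adjusted p = 0.539) and by -0.31 at 4 h (adjusted p = 0.489).

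On different slides, replicates 1 and 2 of *agb1* at 0 h differed by a spread of 0.0823, below the 0.109 that another measure of spread gave for repeated spots. One RNA sample hybridised on both arrays might give this, but so might seedlings raised and processed together, and these cannot be told apart: among genes with a second probe the SD of the difference shared by both probes was 0.0777 for this pair and 0.0929 for WT 0 h replicates 1 and 2. No biological explanation was tested. Replicate 3 of WT at 4 h lay apart from the other WT 4 h arrays on the second principal component (25.2% of the variance; -69.4, compared with 49.6 and 10.6) and near replicates 1 and 2 of *agb1* at 0 h (-71.0 and -75.2). An *agb1* sample under a WT label is argued against, since *AGB1* on that array was at 1.26 with its brighter probe, compared with at most 0.88 on any *agb1* array.

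At both time points 52 genes differed at least 2-fold in the same direction at an adjusted p below 0.05, 36 lower and 16 higher in *agb1*, compared with 2.13 and 0.392 expected if the lists were independent. The interaction passed an adjusted p of 0.05 for 1 of the 52. The 52 genes were ranked by the smaller of their 2 differences in size, and the first were named after their values were seen. These were the probe A_84_P796812, higher by 5.50 and 6.13, and AT3G29790, lower by -4.10 and -3.78. The 36 of them with a locus held 1 pair within 10 tested loci of each other, compared with 0.616 expected (p = 0.468, permutation test, 10000 draws, one-sided). This gives no sign of close clusters. It cannot decide on a chromosome segment from another strain, since differing genes further apart within a segment would not be seen. Single variants, differences in copy number and an effect of the genotype that does not depend on salt stay open and were not tested.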
